# Hepatocyte caveolin-1 modulates metabolic gene profiles and functions in non-alcoholic fatty liver disease

**DOI:** 10.1038/s41419-020-2295-5

**Published:** 2020-02-06

**Authors:** Mei Han, Weronika Piorońska, Sai Wang, Zeribe Chike Nwosu, Carsten Sticht, Shanshan Wang, Yan Gao, Matthias Philip Ebert, Steven Dooley, Christoph Meyer

**Keywords:** Mechanisms of disease, Mechanisms of disease, Mechanisms of disease, Transcriptomics, Transcriptomics

## Abstract

Caveolin-1 (CAV1) is a crucial regulator of lipid accumulation and metabolism. Previous studies have shown that global *Cav1* deficiency affects lipid metabolism and hepatic steatosis. We aimed to analyze the consequences of hepatocyte-specific *Cav1* knockout under healthy conditions and upon non-alcoholic fatty liver disease (NAFLD) development. Male and female hepatocyte-specific *Cav1* knockout (HepCAV1ko) mice were fed a methionine/choline (MCD) deficient diet for 4 weeks. MCD feeding caused severe hepatic steatosis and slight fibrosis. In addition, liver function parameters, i.e., ALT, AST, and GLDH, were elevated, while cholesterol and glucose level were reduced upon MCD feeding. These differences were not affected by hepatocyte-specific *Cav1* knockout. Microarray analysis showed strong differences in gene expression profiles of livers from HepCAV1ko mice compared those of global Cav1 knockout animals. Pathway enrichment analysis identified that metabolic alterations were sex-dimorphically regulated by hepatocyte-specific CAV1. In male HepCAV1ko mice, metabolic pathways were suppressed in NAFLD, whereas in female knockout mice induced. Moreover, gender-specific transcription profiles were modulated in healthy animals. In conclusion, our results demonstrate that hepatocyte-specific *Cav1* knockout significantly altered gene profiles, did not affect liver steatosis and fibrosis in NAFLD and that gender had severe impact on gene expression patterns in healthy and diseased hepatocyte-specific *Cav1* knockout mice.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a common metabolic liver disorder, characterized by excessive deposition of intrahepatic fat^1^. The incidence of NAFLD has increased in recent years and thus, NAFLD is considered a new societal challenge, requiring novel strategies for disease prevention and treatment^2^. NAFLD encompasses two histological subtypes: non-alcoholic fatty liver characterized by simple liver steatosis and non-alcoholic steatohepatitis (NASH), which describes hepatic steatosis and inflammation with fibrosis. NASH patients have a high risk of developing cirrhosis^3,4^. For a deeper understanding of the disease and for developing therapy, sophisticated NAFLD animal models have been developed. The commonly used models are diverse high caloric diets (e.g., Western diet) and the methionine/choline deficient (MCD) diet. The MCD diet leads to impairment of the secretion of hepatic very low density lipoproteins (VLDL), due to the absence of phosphatidylcholine precursors^5^.

Caveolin-1 (CAV1) is the main structural protein of caveolae—omega-shaped invaginations of plasma membrane defining a specific endocytic route. CAV1 regulates cholesterol transport and membrane distribution, as well as diverse signaling pathways^6^. Moreover, CAV1 is a regulator of metabolism, effecting lipid and glucose metabolism, insulin resistance-, and diet-induced obesity^7–10^. These phenomena are supported by findings in global *Cav1* null mice, that present with strongly elevated triglyceride and free fatty acid levels, and which are resistant to high fat diet-induced obesity^11^. It can also be inferred that CAV1 is an essential factor in lipid regulation during liver regeneration after partial hepatectomy, given that lipid droplet accumulation was reduced and cell cycle was impaired in hepatocytes of global *Cav1* null mice^12^. In another study, *Cav1* null mice displayed decreased adiponectin abundance and reduced metabolic flexibility under fasting conditions. This influenced hepatic steatosis, thus arguing for a non-hepatic CAV1 control of liver metabolic alterations^13^. This prompted us to perform an in-depth study to clarify hepatocyte-specific functions in healthy liver and NAFLD and focused on whether hepatocyte-specific CAV1 deficiency alters metabolic processes in healthy and diseased livers. We additionally aimed to determine gender influence on CAV1 functions, given that males have a higher susceptibility for developing NAFLD in mice and human^14,15^. Interestingly, CAV1 and sex hormones are interacting to interfere with metabolic processes by regulating hormone signaling and altering distinct hormones or hormone receptors^16^.

We report that hepatocyte-specific CAV1 does not affect liver steatosis and fibrosis in the MCD induced NAFLD model, but impacts severely on gene expression profiles, especially in diseased livers of males and females.

## Results

### Hepatocyte-specific *Cav1* knockout in mice

We first confirmed hepatocyte-specific CAV1 deletion by genotyping for *Cre* recombinase and *Cav*1 loxp sites (Fig. 1a). In our studies, homozygous HepCAV1^−/−^ mice, which were positive for Cre-recombinase (heterozygous), were considered as hepatocyte-specific CAV1 knockouts (HepCAV1ko), whereas those with HepCAV1^−/−^ and negative Cre-recombinase were used as hepatocyte-specific CAV1 wild-type (HepCAV1wt, i.e., as reference control group).

**Fig. 1:**
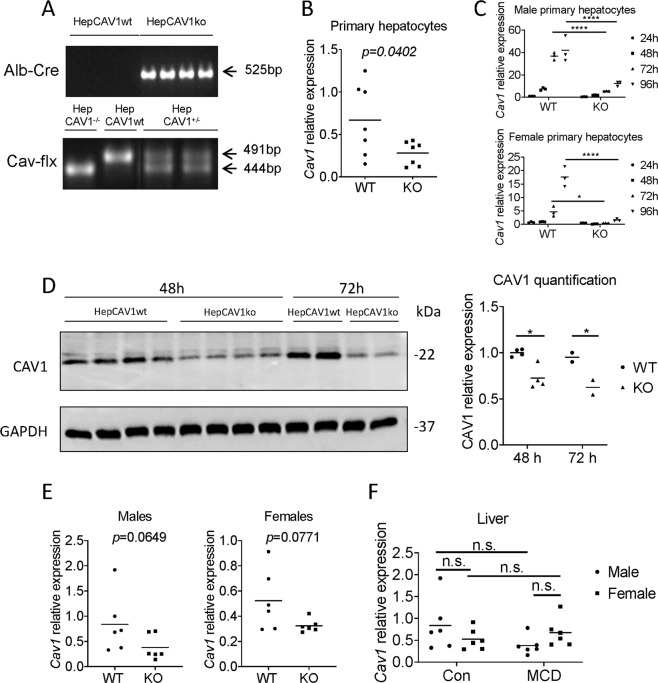
Knockout of hepatocyte-specific *Cav1* in mice. **a** PCR based genotyping of mice including Cre-recombinase test and Cav-flx test. HepCAV1ko mice showed one Alb-cre positive band. Wild-type mice showed one band at 491 bp, and HepCAV1^+/−^ mice showed two bands of sizes at 444 bp and 491 bp, and HepCAV1^−/−^ showed one band at 444 bp. **b** mRNA expression level of *Cav1* in isolated primary hepatocytes from males showed a significant difference between HepCAV1ko and HepCAV1wt (*N* = 7), *p* = 0.0402 using *t*-test. **c** Time course of mRNA expression of *Cav1* in primary hepatocytes isolated from male and female wild-type and HepCAV1^−/−^ mice. In the wild-type mice, *Cav1* is strongly induced over time. **d** Protein expression of CAV1 in isolated primary hepatocytes (males) after 48 h and 72 h cell culture and densitometric analysis of expression intensity. **e** mRNA levels of *Cav1* in liver tissue of males (*N* = 6) and females (*N* = 6) showed decreased expression in HepCAV1ko mice, with *p* values almost reaching significance (data of males were analyzed by Mann-Whitney, and data of females by *t*-test). **f** *Cav1* expression alteration upon MCD diet (4 weeks; *N* = 6) in male and female mice. Total liver *Cav1* expression of male was higher than female, while no significant change was detected. *Cav1* expression showed a reduction tendency in male wild-type mice, while an increasing tendency was found in females upon MCD diet. Data were analyzed by Two-way ANOVA. WT: HepCAV1wt mice; KO: HepCAV1ko mice; Con: control diet; MCD: MCD diet.

To test CAV1 expression in hepatocytes, mRNA level of *Cav1* in freshly isolated hepatocytes (*N* = 7) was measured. As expected, *Cav1* was significantly reduced (*p* = 0.0402) in HepCAV1ko compared to HepCAV1wt mice (Fig. 1b). However, due to the low basal expression of CAV1 in primary hepatocytes, CAV1 was not detected by Western blot. Hence, an alternative system to confirm knockout efficiency at protein level was used. Specifically, CAV1 expression of primary hepatocytes is induced over time when cultured in vitro^17^. Hence, we cultured primary cells up to 4 days and harvested RNA and protein lysates at 48 h (*N* = 4) and 72 h (*N* = 2). *Cav1* increased over time in wild-type males and females (Fig. 1c), but only very weak in HepCAV1ko hepatocytes. CAV1 protein expression was significantly higher in HepCAV1wt at both time points, as assessed upon quantification (Fig. 1d). In HepCAV1wt mice, CAV1 abundance increased over time, as expected^17^, whereas no change in HepCAV1ko mice was observed.

With respect to gender, mRNA expression of *Cav1* was obviously reduced in males and females, although *p* values did not reach significance (males: *p* = 0.0649, *N* = 6; females: *p* = 0.0771, *N* = 6, Fig. 1e). It has been reported that high fat diet reduces *Cav1* expression in murine livers^10^. Thus, we checked whether we could recapitulate this finding. The MCD diet led to a reduction of *Cav1* expression in male wild-type mice by tendency, similar as for high fat diet, while an increasing trend was found in females (Fig. 1f). Therefore, a gender-specific regulation seems to occur. Underlining this fact, total liver *Cav1* expression in males was higher than in females, while not being significant (*p* = 0.45, Fig. 1f).

### Lack of hepatocyte-specific CAV1 did not alter body weight and liver/body weight ratio in healthy and NAFLD mice

Prior start of experiments, at the age of 8 weeks, no significant weight difference was observed between HepCAV1wt and HepCAV1ko mice in both sexes (males: HepCAV1wt: 24.92 g ± 2.92 vs HepCAV1ko: 24.09 g ± 1.85; females: HepCAV1wt: 19.88 g ± 1.86 vs HepCAV1ko: 19.88 g ± 1.61; *N* = 12 for each sex, Fig. 2a). Multiple regression analysis showed that gender and diet were significant in body weight change, whereas the genotype and its interactions between gender and diet were not relevant (Fig. 2b). The liver/body weight ratio did not significantly change upon MCD diet in any genotype or any sex (Fig. 2c).

**Fig. 2:**
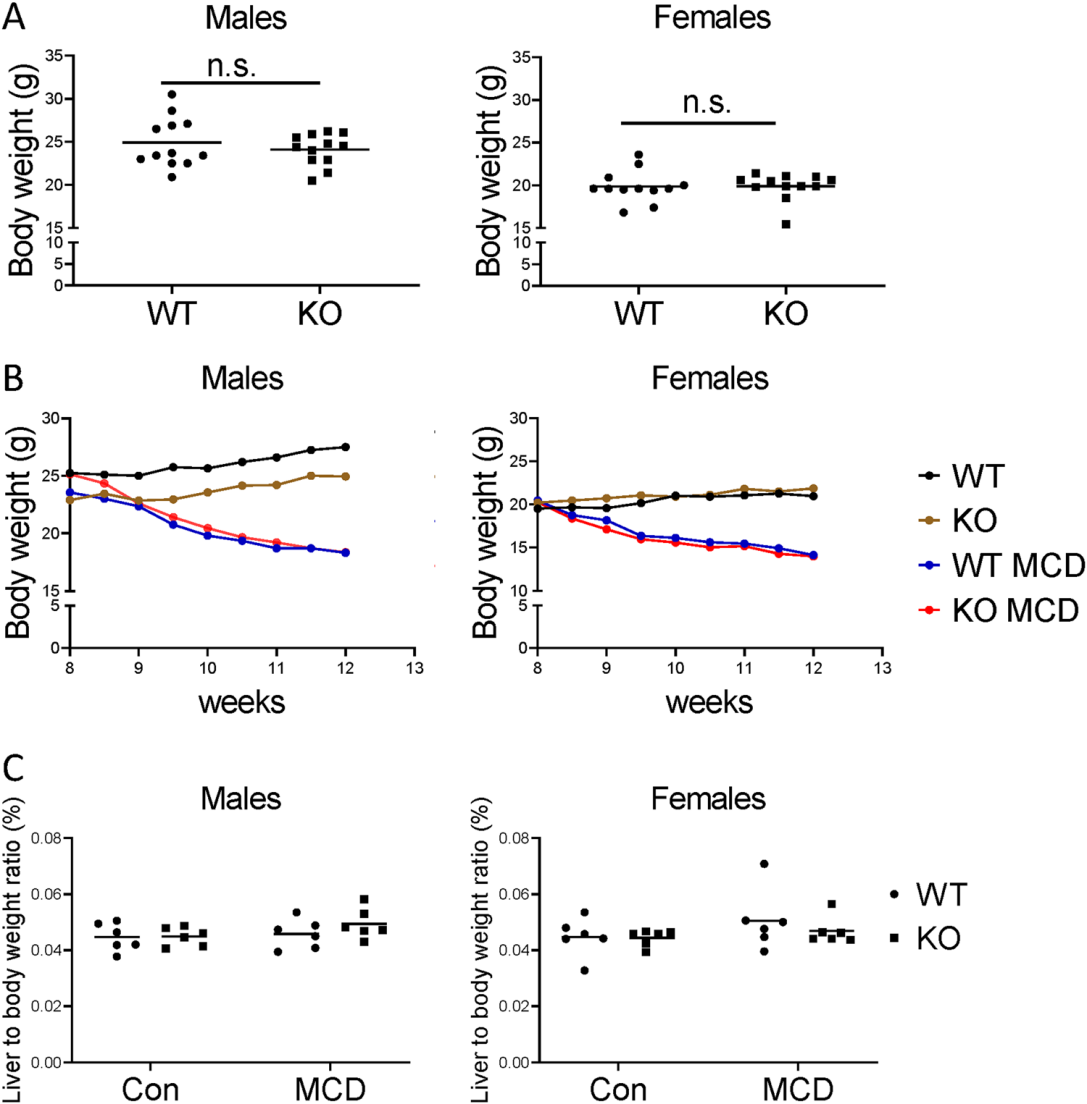
Alteration of body weight and liver/body weight ratio. **a** Body weight comparison between HepCAV1wt and HepCAV1ko mice (*N* = 12). Data of both males and females were analyzed by Mann-Whitney test. **b** Body weight change of males and females during 8th–12th week of experiment. Body weight was significantly reduced upon MCD diet compared with control diet over time, regardless of genotype. **c** Liver/body weight ratio of mice in both genders. No significant differences were determined after MCD feeding by *t*-test. WT: HepCAV1wt mice with control diet; KO: HepCAV1ko mice with control diet; WT MCD: HepCAV1wt mice fed MCD diet; KO MCD: HepCAV1ko mice fed MCD diet.

### Hepatocyte-specific *Cav1* knockout does not affect serum parameters

To evaluate liver function and integrity, liver injury parameters, such as ALT, AST, GLDH and ALP, were measured (Fig. 3a, see Table 1). Plasma ALT and AST were elevated by MCD diet, but gender and genotype did not show any influence. Alkaline phosphatase did not change significantly in HepCAV1wt mice, while it showed significant difference in HepCAV1ko male mice upon MCD diet. GLDH increased significantly after MCD diet in HepCAV1wt males and females, while considering the knockouts, only in males. Significant differences were additionally detected between HepCAV1ko male and female mice fed MCD diet, i.e., reduced GLDH release in females, which indicated a gender difference in connection with hepatocyte CAV1.

**Fig. 3:**
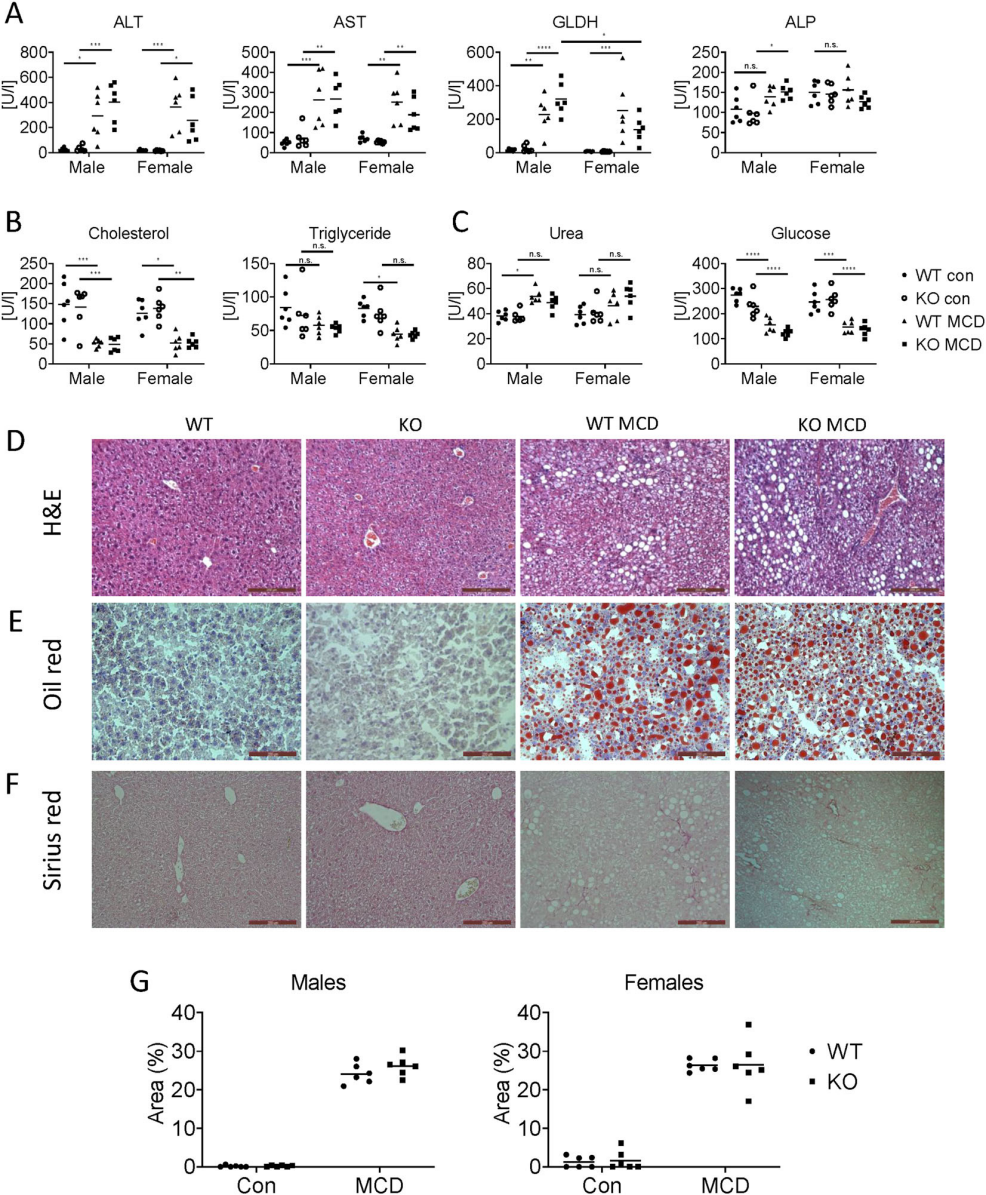
Plasma indices and pathological changes of HepCAV1ko mice upon feeding MCD diet for 4 weeks. **a** Plasma parameters indicating liver injury, i.e., AST, ALT, GLDH, ALP. **b** Lipid metabolism-related parameters, including cholesterol and triglycerides in serum. **c** Carbohydrate metabolism-related parameters, including glucose and urea in serum. **d** H&E staining. **e** Oil Red O staining for testing liver steatosis. **f** Sirius Red staining for detecting fibrosis status. **g** Quantification of Oil Red O staining. *N* = 6 for each group and data was analyzed by ANOVA with multiple comparisons and Tukey’s posthoc test.

**Table 1:** Plasma parameters in mice. Data was shown as mean ± SD.

	Males				Females			
	WT con	KO con	WT MCD	KO MCD	WT con	KO con	WT MCD	KO MCD
ALT	23 ± 13.78	30 ± 24.07	293.8 ± 186.4	401.5 ± 156.3	18.17 ± 5.46	14.67 ± 3.93	364.5 ± 180.5	257.8 ± 177.4
AST	48.9 ± 15.47	73.17 ± 50.49	262.8 ± 136.8	266.3 ± 98.35	70.83 ± 17.63	53 ± 5.76	251.7 ± 102.7	188.3 ± 84.53
ALP	107.8 ± 33.43	98.17 ± 35.44	139.2 ± 26.45	151.2 ± 18.19	150.3 ± 28	146 ± 24.13	156.2 ± 38.82	126.7 ± 15.82
GLDH	15.83 ± 6.97	23.75 ± 21.68	228.2 ± 105.8	320.3 ± 96.61	7.552 ± 2.05	6.29 ± 2.46	251.2 ± 182	138.4 ± 77.43
Cholesterol	148 ± 57.78	141.2 ± 52.49	51.67 ± 10.07	48.17 ± 17.96	126.2 ± 34.39	138.2 ± 31.68	51.67 ± 22.6	52.67 ± 12.16
Triglycerides	84.33 ± 28.32	72.17 ± 36.14	57.67 ± 14.22	53.17 ± 6.31	82.83 ± 12.91	74.33 ± 22.39	44.17 ± 11.62	43.67 ± 5.05
Urea	38.12 ± 4.054	37.8 ± 4.56	53.78 ± 5.44	48.77 ± 5.94	39.13 ± 6.99	40.95 ± 8.75	46.32 ± 11.03	53.92 ± 9.96
Glucose	273.8 ± 27.01	228.7 ± 44.8	155 ± 29.26	123 ± 16.69	246.3 ± 44.2	256.3 ± 41.23	146.2 ± 24.85	135.5 ± 24.44

Regarding metabolic activity, serum cholesterol, and triglyceride levels were measured (Fig. 3b). Serum cholesterol showed a significant reduction in both genders and genotypes upon MCD feeding. Serum triglyceride level only significantly reduced in HepCAV1wt female mice fed MCD compared to controls, but not observed in the other groups (HepCAV1wt male, HepCAV1ko female and HepCAV1ko male mice). Urea and glucose, important indicators of detoxification and glucose metabolism, respectively, were also tested (Fig. 3c). Urea increased significantly in HepCAV1wt male mice after feeding MCD diet, while in all other groups upon MCD feeding, urea was only slightly increased only. Next, glucose itself was significantly reduced upon MCD diet in both genders and genotypes. However, these differences were independent of CAV1 abundance.

### Histology of HepCAV1wt and HepCAV1ko mice fed MCD diet

Complementing findings on CAV1 functions on serum parameters and liver/body weight, architectural changes of NAFLD mouse livers were to be analyzed. Thus, HepCAV1wt and HepCAV1ko mice were initially tested for hepatic steatosis. Notably, H&E staining and Oil Red O staining revealed severe steatosis with various sizes of lipid deposition in the livers of MCD diet mice (Fig. 3d, e). To assess fibrotic remodelling after NAFLD development, Sirius Red O staining was performed. Four weeks MCD feeding yielded only slight fibrosis (Fig. 3f). Quantification of Oil Red O staining positive area showed no significant difference in HepCAV1ko mice compared to control livers of males and females (Fig. 3g). However, all these alterations were independent of an hepatocyte-specific *Cav1* knockout. Ki67 staining was performed to determine the degree of cell proliferation. No significant differences in Ki67 staining were identified between HepCAV1ko and HepCAV1wt with control or MCD diet (Fig. S1). Hence, the lack of hepatocyte CAV1 is not a critical factor for the development of liver steatosis and fibrosis in the MCD model.

### Minimal overlap between HepCAV1ko and global *Cav1* knockout datasets

To assess the impact of hepatocyte-specific *Cav1* knockout on liver gene expression profiles, we analyzed microarray data of male HepCAV1ko and HepCAV1wt mice liver. 

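Whole-liver RNA of HepCAV1wt and HepCAV1ko mice was hybridised to 24 Affymetrix mouse gene arrays, 3 for each combination of genotype, sex and diet. The diet was the MCD diet, which lacks methionine and choline, or its control diet for 4 weeks. The authors summarised the probes with RMA, which corrects the background, gives all arrays one distribution of values and returns log2 expression, so a difference of 1 is a doubling. Of 25428 gene-level features, 24705 had a gene symbol in the reference table (assembly GRCm38.p6) and 723 stay unnamed here. With the brighter feature of the 1 symbol that had several, 24704 genes were tested. limma fitted a mean to each of the 8 groups, so that every comparison drew its spread from all 24 arrays (16 residual degrees of freedom). P-values were adjusted by Benjamini-Hochberg over all genes tested. A gene passed at an adjusted p under 0.05. The number at an unadjusted p under 0.05, the threshold the paper states, is given beside it, and chance alone gives 5% or 1235.2 genes at that threshold. Gene lists for liver pathways and cell types were written before the data were examined, but after the paper's tables had been seen, so the shift of a list that the tables touch is not independent evidence of its direction. Each list was tested against all other genes with camera at a preset correlation of 0.01 between its genes, and again with a correlation estimated per list. Arrays of a group correlated at 0.981 to 0.991 over all genes, and Xist and the Y-linked Eif2s3y matched the labelled sex in 24 of 24 arrays. The labels number the arrays of a group without stating that each comes from its own mouse, so p-values measure the spread between these arrays, and their number limits the precision. Close relatives such as Cyp2b9 and Cyp2b13 or the Cyp2c, Cyp4a, Sult2a, Mup and Ugt1a families share sequence, so part of the signal of one may come from another.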

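Cav1, the deleted gene, encodes caveolin-1, the main coat protein of caveolae. Its log2 value was 4.42 ± 0.55 (SD, n = 3) in control-fed HepCAV1wt males (from 3.84 to 4.94) and 3.76 ± 0.25 in HepCAV1ko males (from 3.51 to 4.02), a log2 fold change of -0.65 (SE 0.24, adjusted p = 0.792). In control-fed females it was 4.39 against 3.94, a log2 fold change of -0.45 (adjusted p = 0.916). On the MCD diet the 4 group means lay between 4.12 and 4.22, and the knockout differences were -0.05 (adjusted p = 1.0) in males and -0.08 (adjusted p = 0.999) in females. Of 10 genes of caveolae, which include the Cavin and Ehd2 partners of caveolin-1, 0 rose and 0 fell in control-fed HepCAV1ko males (0 and 0 adjusted over the list alone). The list's median log2 fold change was 0.02 (camera adjusted p = 0.892, where the mean is -0.04 and the tested direction is down). Whole liver also holds endothelial and other cells that carry Cav1, and where the probes lie within the deleted part is not given in the sources used here, so these values neither check nor contradict the genotype labels. The paper reports lower Cav1 mRNA in freshly isolated hepatocytes of the knockout (Fig. 1b), lower protein in cultured ones (Fig. 1d), and a reduction in liver tissue that did not reach significance in either sex (Fig. 1e).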

We found 1211 genes regulated (*p* < 0.05), among them 623 upregulated and 588 downregulated genes (Fig. S2A, B, Table S1). 

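Cyp2c39, a cytochrome P450 of the 2C subfamily, was the 1 gene that differed between control-fed HepCAV1ko and HepCAV1wt males at an adjusted p under 0.05. Its log2 value was 6.44 ± 0.35 (SD, n = 3) in HepCAV1ko and 3.62 ± 0.27 in HepCAV1wt males, a log2 fold change of 2.82 (SE 0.23, adjusted p = 1.4e-06), and the 6 groups of females and of MCD-fed males had means of 6.45 to 7.06. Genes with the next largest differences at an unadjusted p under 0.05 did not pass. Above HepCAV1wt were the glutathione transferase Gstp3 with a log2 fold change of 2.65 (SE 1.16, adjusted p = 0.869) and the acute phase proteins Saa3 at 2.22, Lcn2 at 2.20 and Saa2 at 2.19. Below it were Onecut1, a transcription factor of hepatocytes, at -2.82 (SE 0.49, adjusted p = 0.0703) and the interferon-inducible GTPase Gbp11 at -2.56 (adjusted p = 0.167). Also below it were Cish, a feedback inhibitor that STAT5 induces, at -1.74 (adjusted p = 0.0881), Evi2b at -1.69 and the transcription factor Myc at -1.43. limma gave 1354 genes at an unadjusted p under 0.05, 682 higher and 672 lower in HepCAV1ko, and the arrays of the 2 groups did not overlap for 10.6% of all genes, where chance gives 10%. The same fit without moderated variances also called 1 gene after adjustment (1310 unadjusted), and the methods' t-test called 0 (1255 unadjusted). With array weights 6 genes passed, Onecut1 and Cish among them (adjusted p = 0.0232 and 0.0226). Without HepCAV1wt control male replicate 1 or 2 the adjusted count was 2 or 4, and without HepCAV1ko control male replicate 1 or 2 it was 2 or 6. 

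**Figure D1:**
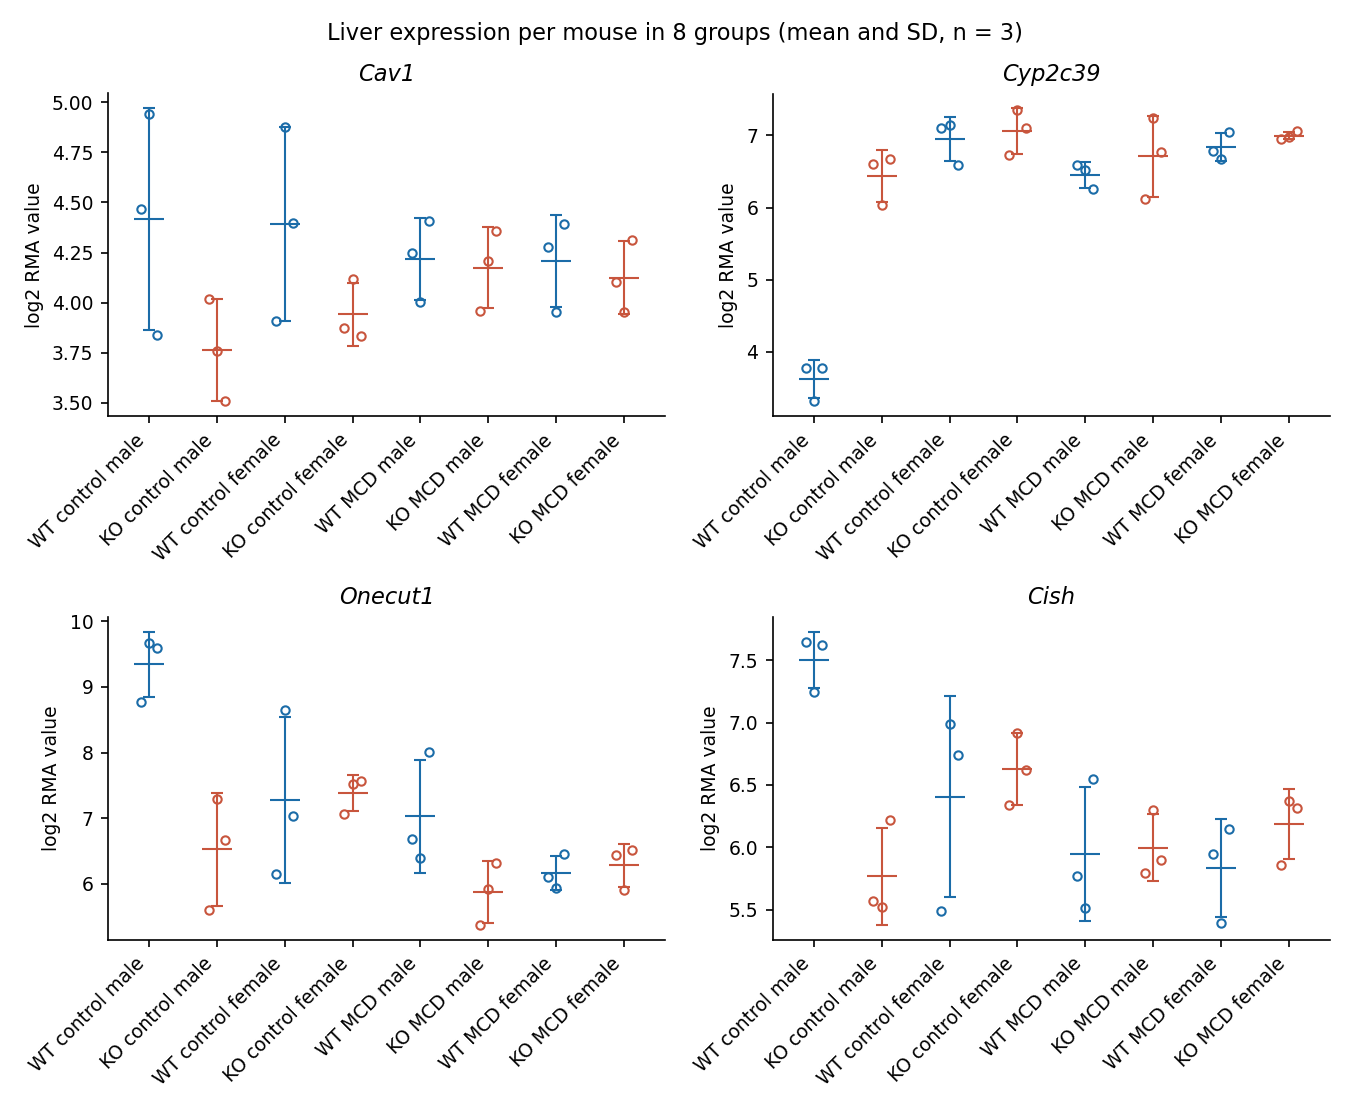
Log2 RMA values of Cav1, Cyp2c39, Onecut1 and Cish on each array of the 8 groups (points, with the group mean as a line). Cyp2c39 lies between 3.31 and 3.78 in control-fed HepCAV1wt males, below every other group.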

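Genes that glucocorticoids and fasting induce, acute phase genes and genes of cholesterol synthesis were higher as groups in control-fed HepCAV1ko males. Of 26 genes induced by glucocorticoids and fasting, 0 passed (1 and 0 adjusted over the list alone). As a list they rose against the other genes, with a median log2 fold change of 0.45 (camera adjusted p = 7.7e-07, and adjusted p = 0.25 with an estimated correlation). Igfbp1, a fasting-induced binding protein of insulin-like growth factors, had a log2 fold change of 1.79 (SE 0.62, adjusted p = 0.767) and the metallothionein Mt2 one of 1.52. Of 24 acute phase genes, which the liver makes in inflammation, 0 passed (0 and 0 adjusted over the list alone). Together they rose, with a median log2 fold change of 0.32 (camera adjusted p = 3.8e-07, and adjusted p = 0.759 with an estimated correlation). The list includes Orm2, an acid glycoprotein of plasma, at 2.02. Of 20 genes of cholesterol synthesis, 0 passed (0 and 0 adjusted over the list alone). As a group they rose, with a median log2 fold change of 0.49 (camera adjusted p = 1.2e-06, and adjusted p = 0.759 with an estimated correlation). Sqle, the squalene epoxidase of that pathway, was at 0.85 (adjusted p = 0.869) and Lss, the next enzyme, at 0.71. Without HepCAV1ko control male replicate 3 the acute phase call was lost (median -0.03, adjusted p = 0.794) and the fasting genes stood at 0.30, while the acute phase median was 0.61 without replicate 1 and 0.51 without replicate 2 of that group. The cholesterol call was lost without HepCAV1wt control male replicate 3 (median 0.27, adjusted p = 0.0554), and its median was 0.30 without HepCAV1ko control male replicate 2.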

KEGG pathway analysis showed that several signaling pathways were deregulated (upregulated genes, connected to e.g., calcium-, adipocytokine-, glucagon-, and oxytocin signaling pathways). 

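Targets of the fatty acid receptor PPARα and genes of TGF-β signaling were lower as groups in control-fed HepCAV1ko males, while genes of steroid hormone metabolism had no called shift. Of 28 PPARα targets, 0 passed (0 and 0 adjusted over the list alone). The list fell, with a median log2 fold change of -0.22 (camera adjusted p = 8.6e-04, and adjusted p = 0.759 with an estimated correlation). Acaa1b, a peroxisomal thiolase, had a log2 fold change of -0.94 (SE 0.31, adjusted p = 0.767), and the acyl-CoA thioesterases Acot4 and Acot2 were at -0.66 and -0.63. Of 21 genes of TGF-β signaling, 0 passed (0 and 1 adjusted over the list alone). As a list they fell, with a median log2 fold change of -0.15 (camera adjusted p = 4.8e-04, and adjusted p = 0.384 with an estimated correlation). The ligand Bmp4 was at -1.12 (adjusted p = 0.504) and Lefty1, a secreted inhibitor of the pathway, at -0.55. Of 17 genes of steroid hormone metabolism, 0 passed (0 and 0 adjusted over the list alone). Across the list the median log2 fold change was -0.13 (camera adjusted p = 0.197). The hydroxylases Cyp17a1 and Cyp21a1 went apart, at 1.09 (adjusted p = 0.853) and -0.80 (adjusted p = 0.767). A list of 15 genes of growth hormone and STAT5 signalling, most of them targets and Onecut1 and Cish among them, also fell, with 5 of its genes lower when adjusted over the list alone (median log2 fold change -0.19, camera adjusted p = 4.5e-04, adjusted p = 0.191 with an estimated correlation). Without HepCAV1ko control male replicate 3 the PPARα call was lost (median -0.09, adjusted p = 0.539). Without replicate 1 of that group the median was -0.43 for the PPARα targets and -0.10 for the growth hormone list, which stood at -0.12 among genes above the median expression.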

Among the downregulated genes, we identified cancer-related signaling pathways, the peroxisome proliferator-activated receptor (PPAR) signaling pathway, the TGF-β signaling pathway and steroid hormone biosynthesis (Fig. 4a, Table S2). 

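The enzymes that oxidise fatty acids in mitochondria and the proteins of peroxisomes were lower as groups in control-fed HepCAV1ko than HepCAV1wt males, by small amounts per gene. Of 18 genes of mitochondrial fatty acid oxidation, 0 passed (0 and 0 adjusted over the list alone). Together they fell, with a median log2 fold change of -0.18 (camera adjusted p = 2.5e-05, and adjusted p = 0.759 with an estimated correlation). Hadhb, the β subunit of the trifunctional protein, had a log2 fold change of -0.57 (SE 0.20, adjusted p = 0.791) and the medium-chain acyl-CoA dehydrogenase Acadm one of -0.30 (SE 0.14, adjusted p = 0.887). Of 35 peroxisomal genes, 0 passed (0 and 0 adjusted over the list alone). As a group they fell, with a median log2 fold change of -0.12 (camera adjusted p = 7.6e-05, and adjusted p = 0.759 with an estimated correlation). Pex10, needed for protein import into peroxisomes, was at -0.53 (adjusted p = 0.869). HepCAV1ko control male replicate 3 carries both calls: without it the medians were -0.08 for oxidation (adjusted p = 0.163) and -0.05 for peroxisomes (adjusted p = 0.27). The oxidation median was -0.31 without replicate 1 of the same group, and the peroxisome median -0.07 without HepCAV1wt control male replicate 1. 

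**Figure D2:**
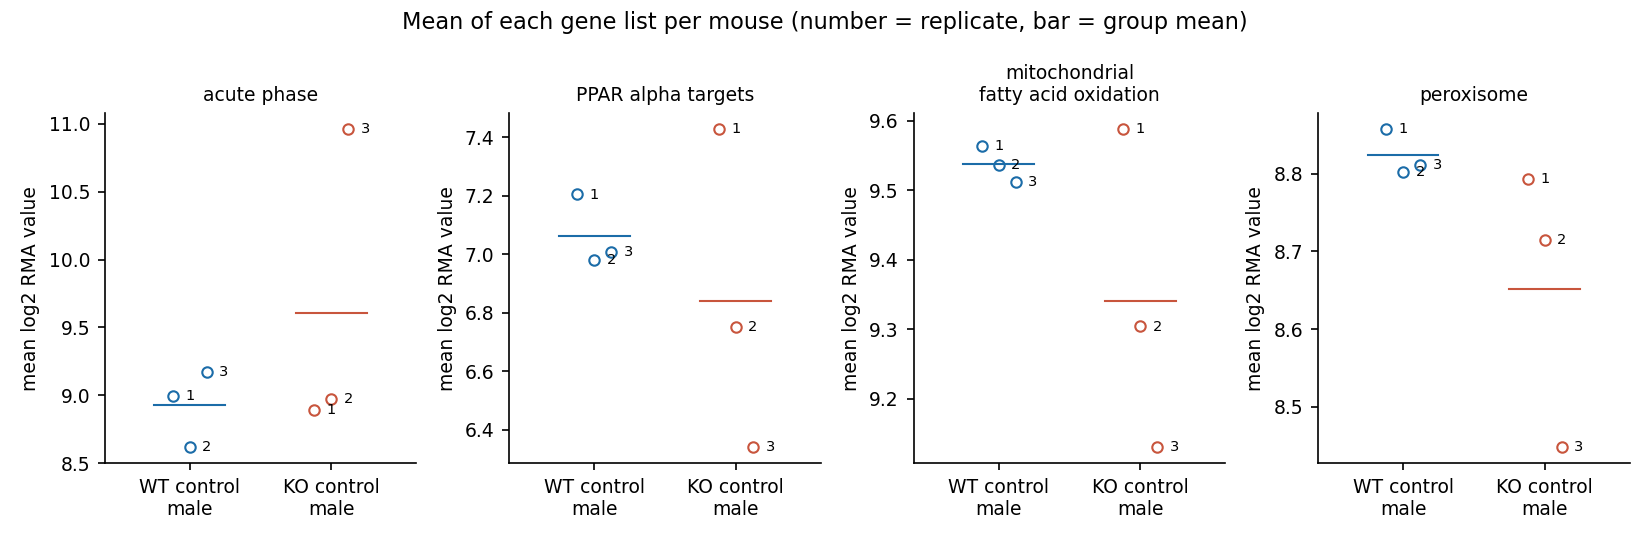
Mean log2 RMA value of the acute phase, PPARα, fatty acid oxidation and peroxisome genes on each of the 6 arrays of control-fed males. HepCAV1ko control male replicate 3 is highest for the acute phase genes and lowest for the other lists.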

Genes in fatty acid β-oxidation and peroxisomal function were also suppressed in gene ontology analysis (Fig. S2C). To compare differences between HepCAV1ko and global *Cav1* knockout (GloCAV1ko), we accessed a published dataset from GloCAV1ko livers (GSE35431, NCBI). Here, we initially analyzed the KEGG pathways and found that both, up- and downregulated genes in GSE35431 were mainly linked with metabolic processes and pathways. Downregulated genes were also related to nervous system diseases, such as Parkinson’s, Huntington’s, and Alzheimer’s disease. Relevant genes are also listed in Table S3. For further comparison of HepCAV1ko and GloCAV1ko datasets in context of metabolic processes, we screened for metabolic genes in each dataset. One hundred and fourteen metabolic genes were deregulated in HepCAV1ko compared to HepCAV1wt mice, while 426 metabolic genes were deregulated in GloCAV1ko compared to GloCAV1wt mice, demonstrating that the global knockout has tremendous more impact on metabolic processes, outperforming HepCAV1ko mice almost 4-fold (Fig. 4b). To summarize, the global absence of CAV1 has stronger impact on metabolic processes than a CAV1 knockout specifically in hepatocytes, indicating that although hepatocytes are the main metabolic cells in the liver, the environment owns potent influence which could, to a significant degree, be CAV1 dependent.

**Fig. 4:**
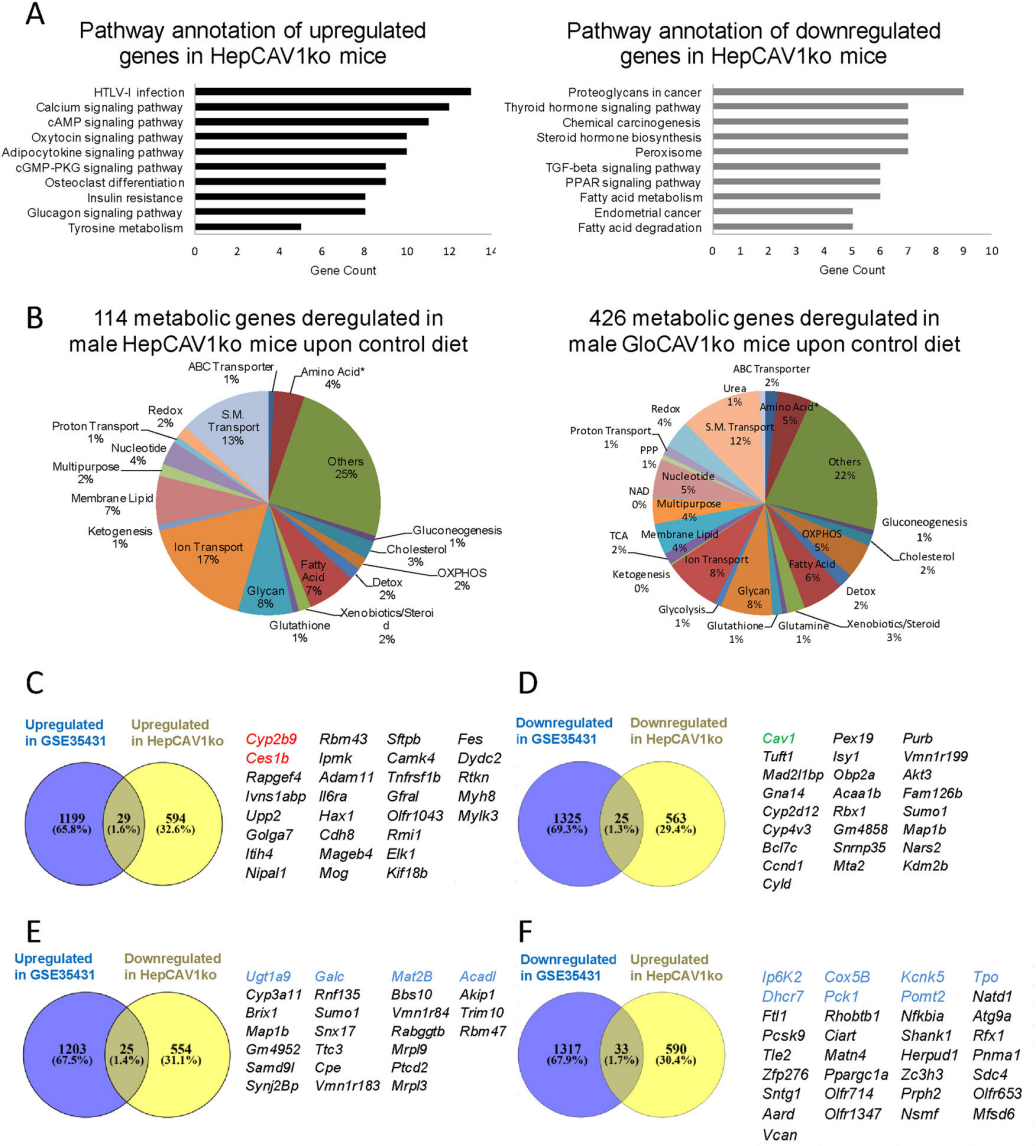
Gene expression profiling of HepCAV1ko and overlap with GloCAV1ko expression data. **a** KEGG pathway annotation of up- or downregulated genes from male HepCAV1ko vs HepCAV1wt mice. **b** Metabolic gene numbers and classification in livers of GloCAV1ko (426 genes) and HepCAV1ko (114 genes) mice. **c** Overlap of upregulated genes in GSE35431 and HepCAV1ko datasets. **d** Distribution of downregulated genes in GSE35431 and HepCAV1ko datasets. **e** Genes upregulated in GSE35431, while inversely expressed in HepCAV1ko dataset. **f** Genes downregulated in GSE35431, while upregulated in HepCAV1ko dataset.

Next, we compared the GloCAV1ko with the HepCAV1ko to assess the degree of overlap. Indeed, only 29 upregulated and 25 downregulated genes overlapped in the two datasets (Fig. 4c, d). Interestingly, there were also some genes showing opposite regulation, as 25 genes were upregulated in GloCAV1ko dataset while downregulated in the HepCAV1ko dataset, and 33 genes were downregulated in GloCAV1ko and upregulated in the HepCAV1ko livers (Fig. 4e, f). Among the overlapping genes, only 13 genes were connected to metabolism (*Cyp2b9, Ces1b, Ugt1a9, Galc, Mat2b, Acadl, Ip6k2, Cox5b, Kcnk5, Tpo, Pomt2, Dhcr7, Pck1*). In summary, there were less than 2% of total genes overlapping and contained only a limited number of metabolic genes. This indicated that the type (hepatocyte-specific vs global) of *Cav1* knockout has distinct consequences on gene expression patterns in mouse livers.

### Gene expression changes upon MCD diet

We considered three main features as independent variables in this study, namely: genotype (HepCAV1ko vs HepCAV1wt), diet (MCD vs control diet) and gender (males vs females). Principal component analysis showed that the diet factor accounted for 26.6% of effects, gender for 16.5%, and the genotype solely for 2.3%, whereas residual effects were also strong (54.6%, Fig. 5a). Thus, the impact of the hepatocyte-specific *Cav1* knockout on disease outcome was indeed minor. In contrast, MCD diet, which is a well described NAFLD model strongly altered the gene expression profiles. 

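Diet gave the largest named share of the variance between the 24 arrays, sex the next and genotype the smallest. By principal variance component analysis, which weights the variance that a mixed model assigns to each factor by the size of each principal component, diet took 38.2% (jackknife SE 5.91), sex 23.5% (SE 4.26), genotype 1.44% (SE 2.71) and the residual 36.8% (SE 7.54). The share of genotype is smaller than its error. The first component held 26.4% of the variance and lay between the diets, the next 14.8% and lay between the sexes. 7 components were used, which hold 63.4%. The shares depend on how many components are kept: with all of them diet took 24.2%, sex 14.9%, genotype 2.28% and the residual 58.6%, and with genes above the median expression alone they were 48.6%, 29.8%, 0.513% and 21.0%. In limma, HepCAV1ko against HepCAV1wt averaged over sexes and diets called 1 gene, Cyp2c39, at a log2 fold change of 0.84 (SE 0.12, adjusted p = 0.0104), and 1232 at an unadjusted p under 0.05. The fit without moderated variances called 0 and 1200. The average of Cyp2c39 rests on control-fed males, since its means in HepCAV1ko and HepCAV1wt were 7.06 and 6.95 in control-fed females, 6.71 and 6.45 in MCD-fed males and 7.00 and 6.83 in MCD-fed females. The paper reasons from the shares in Fig. 5a that the hepatocyte-specific Cav1 knockout had a minor impact on disease outcome. 

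**Figure D3:**
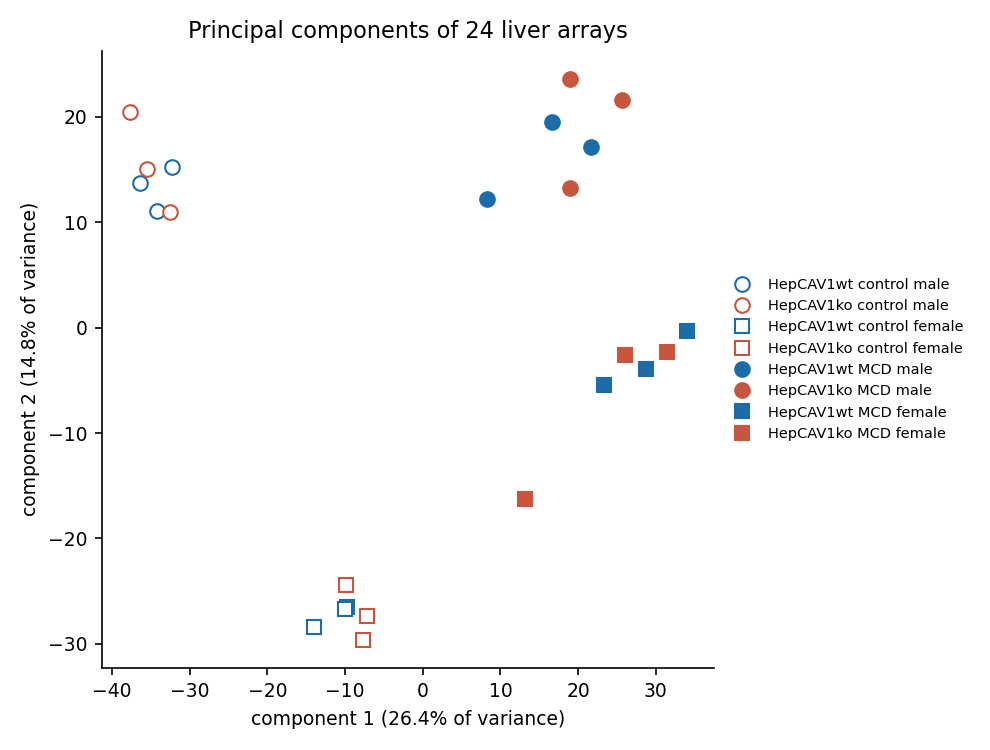
First principal component (26.4% of the variance) against the second (14.8%) of the 24 arrays, with colour and symbol for genotype, diet and sex. MCD-fed and control-fed arrays lie apart along the first component, males and females along the second.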

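Sult1e1, the estrogen sulfotransferase, rose on the MCD diet in all 4 combinations of genotype and sex, by log2 fold changes of 6.29 in HepCAV1wt males, 5.68 in HepCAV1wt females, 5.56 in HepCAV1ko males and 5.35 in HepCAV1ko females (SE 0.49 in each, highest adjusted p = 1.5e-06). Mmp12, a metalloproteinase of macrophages, rose by 4.86, 5.45, 5.40 and 5.18 in the same order (SE 0.79, highest adjusted p = 8.2e-04). Scd1, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, fell: its log2 fold changes were -3.68, -4.01, -3.10 and -4.30 (SE 0.46, highest adjusted p = 1.8e-04). In males, 699 genes passed in both genotypes with the same direction (387 up and 312 down) and 0 with opposite directions, where independent lists would share 36.0 each way. In females these were 302 and 0, against 9.96. The genotypes share no array, so no common control enters these overlaps.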

Initially, expression data from HepCAV1wt male mice that were fed the MCD diet for 4 weeks was analyzed and compared with data from HepCAV1wt male mice fed control diet. 3861 genes were regulated (*p* < 0.05, 1973 upregulated and 1888 downregulated, Fig. 5b, c, Table S4). 

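Cyp2b9, a cytochrome P450 that female livers express, had the largest rise of all genes in HepCAV1wt males: its log2 value was 2.50 ± 0.32 (SD, n = 3) on the control diet and 10.72 ± 0.52 on the MCD diet, a log2 fold change of 8.22 (SE 0.36, adjusted p = 3.7e-12). The control value lies below the median expression of 3.83 and may be near background, so the size of the rise is less certain than its direction. The fatty acid ω-hydroxylases Cyp4a14 and Cyp4a31 rose by 5.56 and 4.40, the proton pump subunit Atp6v0d2 by 4.11, the monocarboxylate transporter Slc16a5 by 3.75, Cyp2a4, another female-biased P450, by 3.68 and Igfbp1 by 3.64 (highest adjusted p = 0.00131). Sprr1a, an epithelial envelope protein, was at 4.29 (adjusted p = 0.0094), and its call was lost without HepCAV1wt MCD male replicate 1 (adjusted p = 0.0602). The largest falls were in genes that male livers express: the pseudogene Serpina4-ps1 at -5.97, the protease inhibitor Serpina1e at -5.57, the steroid dehydrogenase Hsd3b5 at -5.08 (SE 0.57, adjusted p = 8.5e-06), Moxd1 at -4.90, the urinary protein Mup21 at -4.21, Cyp4a12a at -3.51 and the fatty acid elongase Elovl3 at -3.22. The conjugating enzyme Ugt2b38 and the carboxylesterase Ces3b fell too, at -3.16 and -3.00 (highest adjusted p of these 9 genes = 6.7e-04). In all, 1079 genes passed, 563 higher and 516 lower. Of these, 1064 had no overlap between the arrays of the 2 diets, which selection by a small p makes nearly certain. The arrays of the 2 diets did not overlap for 20.7% of all genes, where chance gives 10%. At an unadjusted p under 0.05 there were 4088, 2017 higher and 2071 lower. The count of genes that passed was 665 without HepCAV1wt control male replicate 1 and 615 without replicate 2, 679 in a fit of these 6 arrays alone, and 1 by the methods' t-test (3191 unadjusted). 

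**Figure D4:**
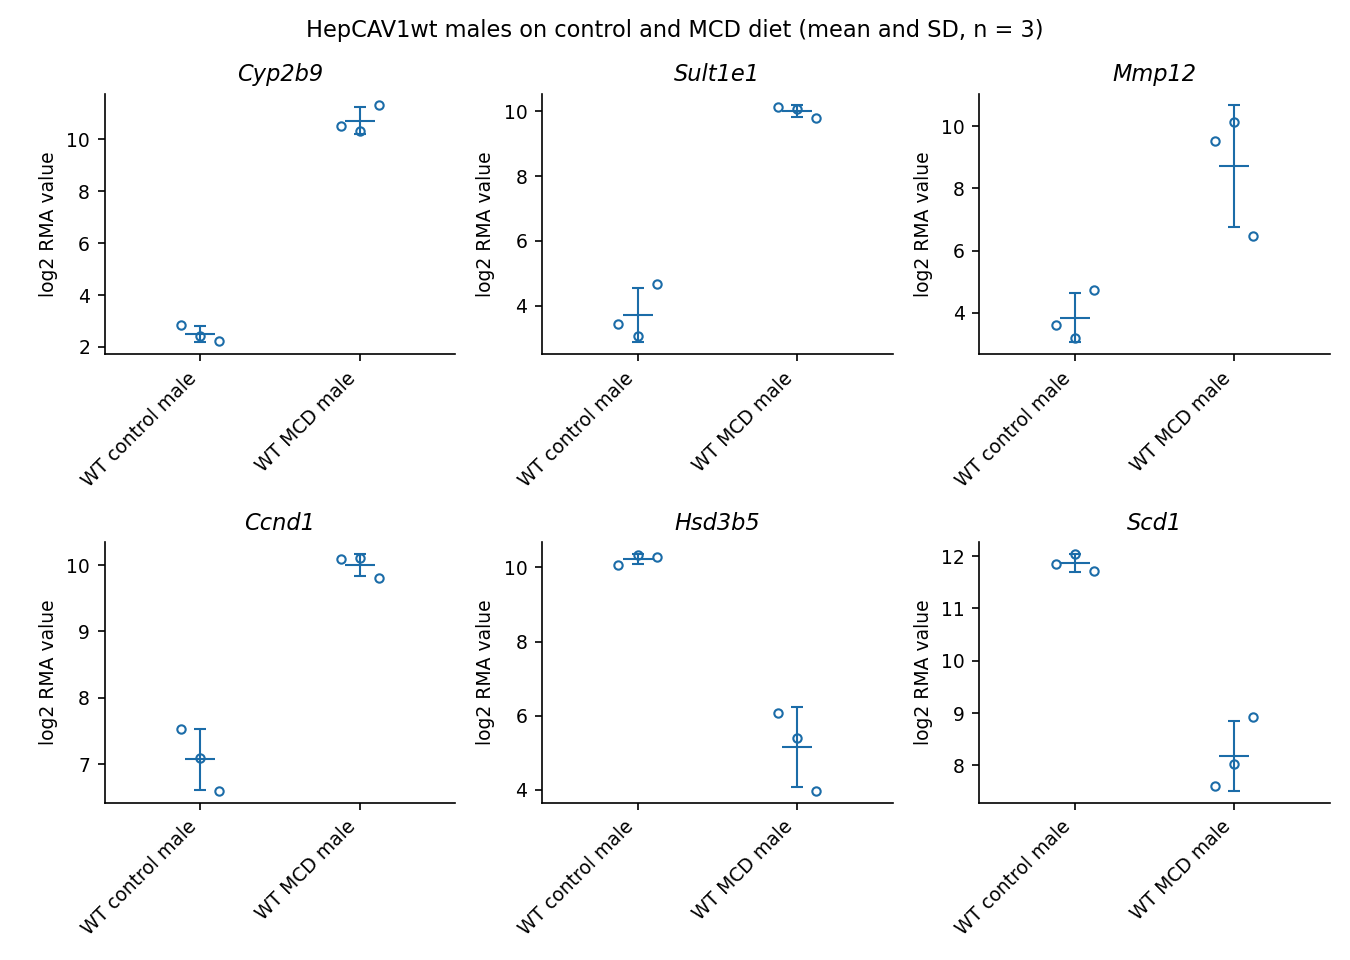
Log2 RMA values of Cyp2b9, Sult1e1, Mmp12, Ccnd1, Hsd3b5 and Scd1 on the 3 control-fed and 3 MCD-fed arrays of HepCAV1wt males (points, with the group mean as a line). For each gene, all 3 MCD-fed arrays lie on one side of the 3 control-fed arrays.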

KEGG pathway annotation indicated that the MCD diet caused overall upregulation of genes related to metabolic pathways and several metabolic processes, including retinol metabolism (e.g., *Cyp2c55, Cyp2b9, Cyp3a11*) and glutathione metabolism (e.g., *Gsta4, Gclc, Ggct*), but also genes linked to DNA replication (e.g., *Lig1, Pole, Pola1*) and cell cycle (e.g., *E2f1, Dbf4, Tgfb3*, Fig. 5d, Table S5). These expression changes were confirmed using gene ontology analysis, which identified several metabolism-related alterations, including oxidation-reduction processes and lipid metabolism and cell cycle (Fig. 5e). However, downregulated genes were also mainly classified to metabolic pathways as analyzed by KEGG, e.g., drug metabolism (e.g., *Upb1, Nat1, Ugt2b1*) and amino acid degradation (e.g., valine, leucine and isoleucine; *Aldh6a1, Acadsb, Acsf3*, Fig. 5d, Table S5). 

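Retinol metabolism, glutathione metabolism, DNA replication and the cell cycle each rose as lists in HepCAV1wt males on the MCD diet. Of 23 genes of retinol metabolism, 9 rose, 0 fell and 14 did not pass (13 and 2 adjusted over the list alone). These genes had a median log2 fold change of 0.46 (camera adjusted p = 9.0e-09, and adjusted p = 0.00115 with an estimated correlation). Many of them are cytochromes P450 that also metabolise drugs, such as Cyp3a11 with a rise of 1.16 (SE 0.25, adjusted p = 0.00639). Of 32 glutathione genes and targets of the oxidative stress factor NRF2, 13 rose, 1 fell and 18 did not pass (20 and 3 adjusted over the list alone). Its genes had a median log2 fold change of 0.59 (camera adjusted p = 8.6e-14, and adjusted p = 0.00115 with an estimated correlation). The glutathione transferase Gstm3 rose by 2.86 (SE 0.28, adjusted p = 1.7e-06), Gsta4 by 1.37 (SE 0.23, adjusted p = 8.9e-04) and the quinone reductase Nqo1 by 1.78, while Gclc, which makes the glutathione precursor, was at 0.43 (adjusted p = 0.215) and did not pass. Of 35 DNA replication genes, 14 rose, 1 fell and 20 did not pass (23 and 1 adjusted over the list alone). Over the whole list, the median log2 fold change was 0.51 (camera adjusted p = 3.5e-15, and adjusted p = 0.0274 with an estimated correlation). The helicase subunit Mcm6 rose by 2.15 (SE 0.33, adjusted p = 3.4e-04) and the DNA ligase Lig1 by 1.30 (SE 0.18, adjusted p = 1.1e-04). Of 39 cell cycle and mitosis genes, 16 rose, 0 fell and 23 did not pass (32 and 0 adjusted over the list alone). Their list had a median log2 fold change of 0.56 (camera adjusted p = 5.4e-25, and adjusted p = 0.00741 with an estimated correlation). Cyclin D1 (Ccnd1) rose by 2.93 (SE 0.27, adjusted p = 7.1e-07), and the cell cycle regulators E2f1 and Dbf4 were at 0.44 (adjusted p = 0.128) and 0.62 (adjusted p = 0.214). Markers of another cell type rose in the same comparison: of 15 genes of lipid-associated macrophages, 8 rose, 0 fell and 7 did not pass (14 and 0 adjusted over the list alone). Their median log2 fold change was 1.55 (camera adjusted p = 4.2e-14, and adjusted p = 0.0403 with an estimated correlation). Some calls among the named genes rest on single arrays. Cyp2c55 (1.72, adjusted p = 0.0307) lost its call without HepCAV1wt control male replicate 1 (adjusted p = 0.141) or 2 (0.0799) or MCD male replicate 1 (0.183). Ggct (0.74, adjusted p = 0.0288) lost it without control replicate 2 (0.141) or 3 (0.0908) or MCD replicate 1 (0.146). The polymerase Pole (0.99, adjusted p = 0.0462) lost it without any 1 of the 6 arrays. The polymerase Pola1 (0.77, adjusted p = 0.0494) lost it without any of these arrays except MCD male replicate 3, and the growth factor Tgfb3 (0.66, adjusted p = 0.0421) without any except MCD male replicate 2, at adjusted p up to 0.212.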

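In HepCAV1wt males on the MCD diet, of 33 glucuronosyltransferases and other drug-metabolising enzymes, 1 rose, 11 fell and 21 did not pass (1 and 16 adjusted over the list alone). The list fell, with a median log2 fold change of -0.39 (camera adjusted p = 4.4e-08, and adjusted p = 0.0827 with an estimated correlation). Ugt2b1, which couples glucuronic acid to drugs and steroids, fell, at a log2 fold change of -1.01 (SE 0.19, adjusted p = 0.00199). Dpys, the dihydropyrimidinase that breaks down uracil and thymine, was at -1.81 (SE 0.33, adjusted p = 0.00209). Upb1, the next enzyme of pyrimidine breakdown, and the N-acetyltransferase Nat1 were at -0.39 (adjusted p = 0.146) and -0.39 (adjusted p = 0.232) and did not pass. Of 25 genes of valine, leucine and isoleucine degradation, 0 rose, 2 fell and 23 did not pass (0 and 3 adjusted over the list alone). As a list they fell, with a median log2 fold change of -0.27 (camera adjusted p = 1.4e-05, and adjusted p = 0.25 with an estimated correlation). The dehydrogenases Acadsb and Acad8, which act on isoleucine and valine derivatives, fell, at -0.79 (SE 0.14, adjusted p = 9.9e-04) and -0.76 (SE 0.13, adjusted p = 8.7e-04). Aldh6a1, of valine breakdown, and the acyl-CoA synthetase Acsf3 were at -0.29 (adjusted p = 0.193) and -0.24 (adjusted p = 0.298) and did not pass.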

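Complement and coagulation genes, whose products the liver secretes into plasma, fell in HepCAV1wt males on the MCD diet. Of 40, 0 rose, 14 fell and 26 did not pass (1 and 18 adjusted over the list alone). The list's median log2 fold change was -0.29 (camera adjusted p = 8.6e-14, and adjusted p = 0.00741 with an estimated correlation). The complement genes C4a and C6, both male-biased in mouse liver, fell, at log2 fold changes of -2.97 (SE 0.25, adjusted p = 1.8e-07) and -2.68 (SE 0.20, adjusted p = 3.9e-08). Of 17 chaperones and stress factors of the endoplasmic reticulum, 0 rose, 1 fell and 16 did not pass (0 and 3 adjusted over the list alone). Together they fell by less, with a median log2 fold change of -0.17 (camera adjusted p = 0.0154, and adjusted p = 0.543 with an estimated correlation). Of 34 genes of mitochondrial oxidative phosphorylation, 0 passed (0 and 0 adjusted over the list alone). Across the list the median log2 fold change was 0.00 (camera adjusted p = 0.856). Ndufv3, a subunit of complex I, was at -0.30 (adjusted p = 0.282). The call of the endoplasmic reticulum list was lost without HepCAV1wt control male replicate 1 (median -0.09, adjusted p = 0.266), without HepCAV1wt MCD male replicate 3 (median -0.22, adjusted p = 0.0931), and among genes above the median expression (adjusted p = 0.0546).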

Similar changes were found in gene ontology analysis with respect to metabolic processes, mitochondrial, complement activation and endoplasmic reticulum (Fig. 5e).

**Fig. 5:**
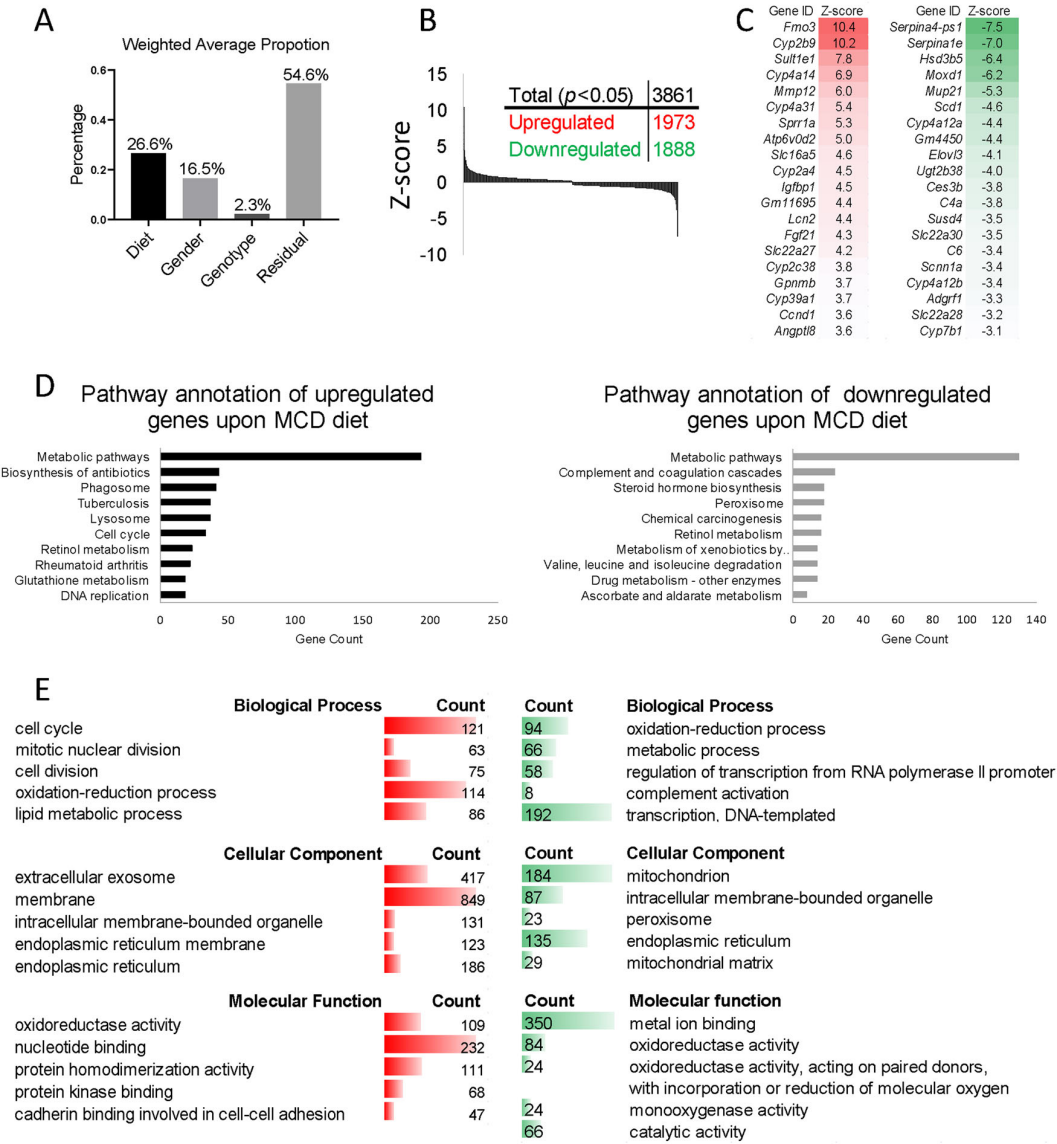
Microarray analysis for MCD diet-induced changes in male HepCAV1wt mice. **a** Principal component analysis revealed the proportion of factors including diet, gender, genotype and residual. **b** Number of differentially regulated genes (*N* = 3861). **c** List of top and bottom 20 significantly regulated genes. **d** KEGG pathway annotation of up- or downregulated genes proves that MCD diet has most impact on metabolic pathways. **e** Molecular functions, biological processes and cellular components analyses of up- or downregulated genes confirmed the results from KEGG pathway annotation. red: upregulated, green: downregulated.

### Gender differences in gene expression profiles

From phenotypic and microarray principal component analyses, gender was determined as another crucial factor, that exerted strong effects on gene expression changes. Hence, gender differences in HepCAV1wt and HepCAV1ko mice under healthy conditions and NAFLD were investigated. First, we compared gene patterns of HepCAV1wt in healthy males and females to evaluate basal gender differences. Surprisingly, 2618 genes were significantly deregulated between males and females (*p* < 0.05, 1311 higher in males and 1307 higher in females, Tables 2, S6). 

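Between control-fed HepCAV1wt males and females, the genes higher in males included the fatty acid hydroxylase Cyp4a12a, with a log2 fold change of males against females of 7.04 (SE 0.50, adjusted p = 3.9e-09), and the steroid dehydrogenase Hsd3b5 at 5.77. Others were Serpina4-ps1 at 5.32, Mup21 at 5.30, Elovl3 at 5.23, Moxd1 at 4.81, the steroid hydroxylase Cyp2d9 at 4.00 and complement C6 at 3.96 (highest adjusted p = 4.9e-05). Higher in females were Cyp2b9, at -9.39 (SE 0.36, adjusted p = 1.2e-13), its relative Cyp2b13 at -8.02, the hydroxysteroid sulfotransferases Sult2a2 and Sult2a1 at -7.40 and -6.62, Cyp3a16 at -6.64, the anion transporter Slc22a26 at -6.17, Sult3a1 at -6.05 and A1bg at -5.93 (highest adjusted p = 1.6e-07). Of 39 genes known as male-biased in mouse liver, 29 were higher in males and 0 in females (33 and 0 adjusted over the list alone). Of 46 known as female-biased, 41 were higher in females and 0 in males (45 and 0). The median log2 fold changes of these lists were 2.17 (camera adjusted p = 2.9e-81) and -2.95 (camera adjusted p = 1.9e-128). In all, 314 genes passed, 139 higher in males and 175 in females. Of these, 313 were without overlap between the sexes, which selection by a small p makes nearly certain. The arrays of the sexes did not overlap for 16.5% of all genes, where chance gives 10%. At an unadjusted p under 0.05 there were 2804, 1431 and 1373. The count that passed was 181 without HepCAV1wt control male replicate 2, 206 without replicate 3, 206 in a fit of these 6 arrays alone and 8 by the methods' t-test (2433 unadjusted).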

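Of 28 PPARα targets, 0 were higher in control-fed HepCAV1wt males and 4 in females (0 and 10 adjusted over the list alone). As a group they were lower in males, with a median log2 fold change of -0.23 (camera adjusted p = 4.5e-05, and adjusted p = 0.344 with an estimated correlation). Cyp4a14, a fatty acid ω-hydroxylase, had a log2 fold change of males against females of -4.52 (SE 0.79, adjusted p = 0.00245) and the thioesterase Acot3 one of -3.77 (SE 0.36, adjusted p = 4.0e-07). Of 17 genes of steroid hormone metabolism, 4 were higher in males and 2 in females (5 and 2 adjusted over the list alone). These genes had a median log2 fold change of 0.15 (camera adjusted p = 0.014, and adjusted p = 0.201 with an estimated correlation). The hydroxylase Cyp7b1 was higher in males, at 3.57 (SE 0.29, adjusted p = 5.3e-08), and Cyp17a1, which makes androgen precursors, was higher in females, at -4.02 (SE 0.45, adjusted p = 7.1e-06). Of 25 cytosolic ribosomal protein genes, 0 were higher in males and 0 in females (median log2 fold change -0.02, camera adjusted p = 0.878, with the tested direction up), with Rpl30 at 0.80 (adjusted p = 0.129). Of 18 genes of mitochondrial fatty acid oxidation, 0 and 0 were (median log2 fold change 0.08, camera adjusted p = 0.674), with Hadh at -0.32 (adjusted p = 0.319) and Acaa2 at 0.29 (adjusted p = 0.398). The steroid median was 0.01 without HepCAV1wt control male replicate 3, 0.08 without male replicate 1, 0.07 without female replicate 3 and 0.10 without female replicate 2, and its call was lost among genes above the median expression (adjusted p = 0.0567).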

KEGG pathway analysis showed that genes significantly higher expressed in male mice were related to PPAR signaling, ribosome and various metabolic processes including fatty acid metabolism and steroid hormone biosynthesis. Genes which were significantly more expressed in female mice were also closely related with metabolic processes, such as drug-, retinol-, and glutathione metabolism (Fig. 6a, Table S7). 

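Sulfotransferases, which make steroids and drugs water-soluble, cytochromes P450 of families 2 and 3 and genes of retinol metabolism were higher in females as lists. Of 17 sulfotransferases, 9 were higher in females and 0 in males (10 and 2 adjusted over the list alone). Its genes had a median log2 fold change of -0.80 (camera adjusted p = 1.6e-14, and adjusted p = 1.9e-05 with an estimated correlation). Of 44 cytochromes P450 of these families, 16 were higher in females and 3 in males (17 and 5). Over the whole list, the median log2 fold change was -0.17 (camera adjusted p = 2.2e-10, and adjusted p = 0.0317 with an estimated correlation). Of 23 genes of retinol metabolism, 3 and 1 were (9 and 1). Their list had a median log2 fold change of -0.32 (camera adjusted p = 1.8e-06, and adjusted p = 0.00446 with an estimated correlation). Rdh16, a retinol dehydrogenase, was at -1.37 (SE 0.26, adjusted p = 0.00622). Of 32 glutathione genes and NRF2 targets, 5 were higher in females and 1 in males (6 and 2). The list was lower in males, with a median log2 fold change of -0.13 (camera adjusted p = 0.0158, and adjusted p = 0.30 with an estimated correlation). Gstt3, a glutathione transferase, was higher in females, at -2.51 (SE 0.32, adjusted p = 4.9e-05), while Gstp1, another, was higher in males, at 2.75 (SE 0.23, adjusted p = 7.9e-08). Glucuronosyltransferases and other drug-metabolising enzymes went the other way, and 6 of 33 were higher in males and 0 in females (8 and 2). Their median log2 fold change was 0.10 (camera adjusted p = 0.0138, and adjusted p = 0.498 with an estimated correlation). The glutathione call was lost without HepCAV1wt control female replicate 2 (adjusted p = 0.0652) or 3 (adjusted p = 0.066, median -0.08) and its median was -0.24 without replicate 1. The glucuronosyltransferase call was lost without female replicate 3 (adjusted p = 0.118) and among genes above the median expression (adjusted p = 0.155), with a median of 0.15 without male replicate 3. The median of the cytochromes P450 was -0.08, -0.27 and -0.32 without female replicates 1, 2 and 3.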

Interestingly, fatty acid metabolism was detected in both upregulated and downregulated gene sets, hence, a reliable conclusion in which direction gender effects are to be interpreted is impossible.

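Of 24 genes of fatty acid synthesis, 2 were higher in females and 0 in males (13 and 0 adjusted over the list alone). As a list they were lower in males, with a median log2 fold change of -0.44 (camera adjusted p = 2.3e-10, and adjusted p = 0.113 with an estimated correlation). Pnpla3, a lipase induced with fat synthesis, was higher in females, with a log2 fold change of males against females of -2.12 (SE 0.36, adjusted p = 0.00173). In a fit of these 6 arrays alone its call was lost (adjusted p = 0.0501). The fatty acid synthase Fasn was at -1.39 (SE 0.48, adjusted p = 0.212) and the elongase Elovl6 at -1.36 (SE 0.49, adjusted p = 0.256), which did not pass. From the presence of fatty acid metabolism among the genes of both directions, the paper reasons that no reliable conclusion on the direction of the gender effect is possible.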

**Table 2:** Number of total regulated genes and metabolic genes in comparison of males and females.

	WT con (M vs F)	KO con (M vs F)	WT MCD (M vs F)	KO MCD (M vs F)
Total deregulated genes	2618	2667	1777	1402
Upregulated genes	1311	1107	951	756
Downregulated genes	1307	1560	826	646
Total deregulated metabolic genes	382	433	204	239
Upregulated metabolic genes	146	136	117	98
Downregulated metabolic genes	236	297	87	141
Metabolic /total deregulated genes (%)	14.59%	16.24%	11.48%	17.05%

**Fig. 6:**
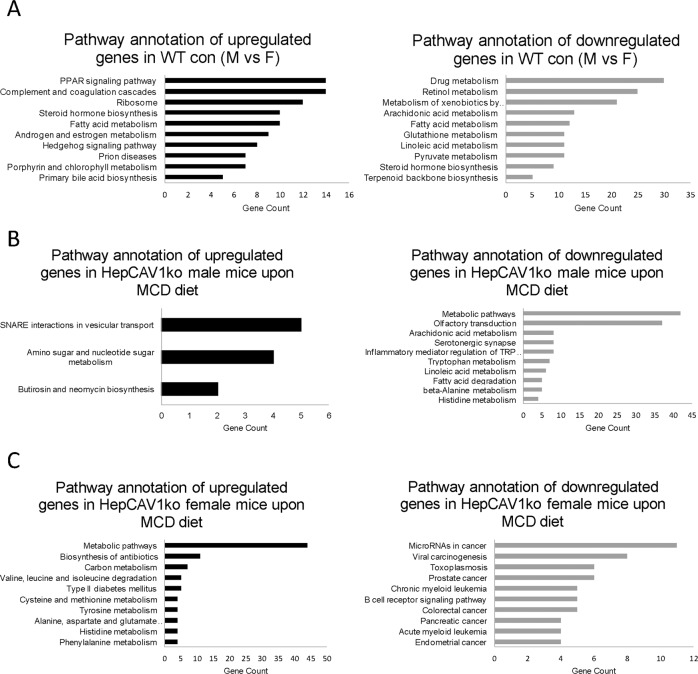
Gender differences of deregulated genes in males compared to females. **a** KEGG pathway annotation of highly or lowly regulated genes comparing males to females in HepCAV1wt mice with control diet. **b** KEGG pathway annotation of up- or downregulated revealed that downregulated genes were related to lipid metabolism after MCD diet in HepCAV1ko compared to HepCAV1wt male mice. **c** KEGG pathway annotation of deregulated genes showed that HepCAV1ko in female induced metabolic processes when compared to HepCAV1wt female mice upon MCD diet. M males, F females.

Furthermore, gender analyses of healthy and NAFLD HepCAV1ko mice showed that the number of deregulated gene was less upon MCD diet compared to control diet groups of both genotypes (wild-type: 2618 genes vs 1777 genes upon MCD diet, knockout: 2667 genes vs 1402 genes upon MCD diet), which indicated that the diet dominated gender effects (Table 2). 

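Genes with a sex difference in control-fed livers moved together on the MCD diet in HepCAV1wt males. Of 39 genes known as male-biased in mouse liver, 1 rose, 31 fell and 7 did not pass (2 and 32 adjusted over the list alone). The list's median log2 fold change was -2.02 (camera adjusted p = 1.5e-44, and adjusted p = 5.5e-05 with an estimated correlation). Of 46 known as female-biased, 28 rose, 1 fell and 17 did not pass (31 and 1 adjusted over the list alone). Across the list the median log2 fold change was 1.32 (camera adjusted p = 4.1e-38, and adjusted p = 2.1e-04 with an estimated correlation). Hsd3b5 had a log2 value of 10.23 in control-fed and 5.15 in MCD-fed HepCAV1wt males, against 4.46 and 2.33 in females. Cyp2b9 in MCD-fed females was at 11.42. The interaction of diet and sex in HepCAV1wt, which tests whether the diet effect differs between the sexes, passed for 45 genes (2030 at an unadjusted p under 0.05). Of these, 27 had a higher and 18 a lower log2 fold change in males, among them Cyp2b9 at 8.68 (SE 0.51, adjusted p = 1.4e-09), Cyp3a16 at 6.45 and Moxd1 at -4.75 (SE 0.48, adjusted p = 1.7e-05). Cyp3a16 fell on the MCD diet in HepCAV1wt females, so its difference is not a rise in males like that of Cyp2b9. In that interaction the female-biased list had a median of 1.79 (camera adjusted p = 1.0e-53, adjusted p = 4.6e-05 with an estimated correlation) and the male-biased list one of -1.47 (camera adjusted p = 3.1e-26, adjusted p = 7.2e-04). Between males and females, 366 genes passed in control-fed HepCAV1ko, 53 in MCD-fed HepCAV1wt and 50 in MCD-fed HepCAV1ko. At an unadjusted p under 0.05 there were 2847, 1912 and 1426, and the methods' t-test gave 9, 1 and 1 after adjustment. Sult2a1 and A1bg still passed in MCD-fed HepCAV1ko, at -7.43 (SE 0.47, adjusted p = 1.3e-09) and -6.18, and Hao2, a peroxisomal oxidase, in MCD-fed HepCAV1wt at -3.95. In the same order, the median log2 fold changes of males against females were 2.34, 0.96 and 0.79 for the male-biased and -3.01, -0.68 and -0.98 for the female-biased list (highest camera adjusted p = 4.1e-31). The counts depend on single arrays. The 366 became 199 without HepCAV1ko control male replicate 3 and 183 without control female replicate 2. The 53 became 30, 33 and 27 without HepCAV1wt MCD male replicate 2, female replicate 1 and female replicate 2. The 50 became 33 and 26 without HepCAV1ko MCD male replicate 1 and female replicate 2. The 45 became 25, 29, 27 and 29 without HepCAV1wt control male replicates 2 and 3, control female replicate 3 and MCD female replicate 1. From the lower numbers on the MCD diet, the paper reasons that diet dominated the effects of gender. 

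**Figure D5:**
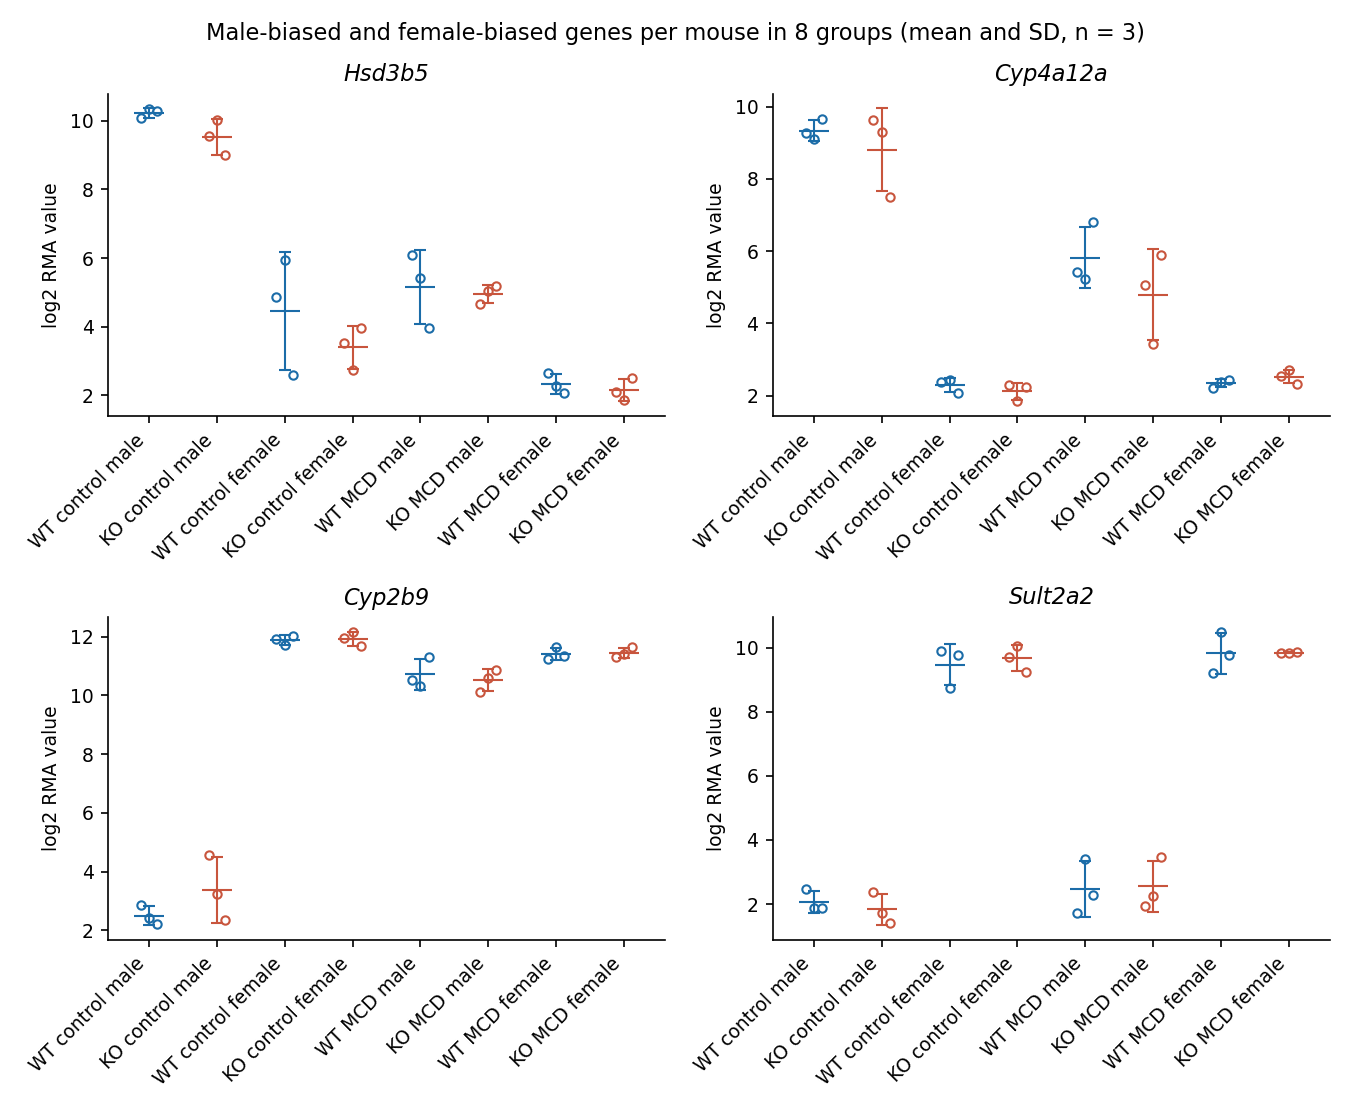
Log2 RMA values of Hsd3b5, Cyp4a12a, Cyp2b9 and Sult2a2 on each array of the 8 groups (points, with the group mean as a line). In HepCAV1wt males Cyp2b9 reaches 10.72 on the MCD diet, while Sult2a2 stays at 2.47 against 9.83 in females.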

From the KEGG pathway analysis for up- or downregulated genes in each group, metabolic reprogramming was shown as a common phenomenon (Fig. S3).

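The metabolic lists joined into one (507 genes) were lower in males than in females in 3 of 4 comparisons. Of these genes, 52 were higher in females and 21 in males of control-fed HepCAV1wt (83 and 31 adjusted over the list alone). These genes had a median log2 fold change of -0.11 (camera adjusted p = 6.2e-06, and adjusted p = 0.204 with an estimated correlation). Those of control-fed HepCAV1ko were 69 and 21 (96 and 35). Its genes had a median log2 fold change of -0.10 (camera adjusted p = 9.5e-08, and adjusted p = 0.107 with an estimated correlation). Under MCD they were 10 and 6 in HepCAV1wt (19 and 8). Over the whole list, the median log2 fold change was 0.05 (camera adjusted p = 0.905, and adjusted p = 0.983 with an estimated correlation, while the mean was -0.07 and the tested direction down). Those in MCD-fed HepCAV1ko were 14 and 6 (38 and 11). Their list had a median log2 fold change of -0.07 (camera adjusted p = 3.5e-05, and adjusted p = 0.243 with an estimated correlation). Of 28 PPARα targets, 15 were higher in females and 0 in males of control-fed HepCAV1ko (20 and 0 adjusted over the list alone). Their median log2 fold change was -0.97 (camera adjusted p = 1.9e-27, and adjusted p = 0.00704 with an estimated correlation). Cyp4a14 was at -4.80 (SE 0.79, adjusted p = 0.00107) and Acot3 at -4.67 (SE 0.36, adjusted p = 1.1e-08). The call of Cyp4a14 was lost in a fit of those 6 arrays alone (adjusted p = 0.0751). The median of the joined list in MCD-fed HepCAV1ko was -0.11 without HepCAV1ko MCD male replicate 3.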

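Among the genes that differed between males and females at an unadjusted p under 0.05, the 507 genes of the joined metabolic lists, which cover lipid, amino acid, sugar, steroid and drug metabolism and oxidative phosphorylation, made up 6.42% in control-fed HepCAV1wt (53 genes higher in males and 127 in females) and 6.32% in control-fed HepCAV1ko (50 and 130). On the MCD diet they made up 4.92% in HepCAV1wt (41 and 53) and 8.06% in HepCAV1ko (28 and 87), against 2.05% of all genes tested. The shares depend on which genes are called metabolic, and the lists were written after the paper's tables had been seen. The list of metabolic genes that the paper cites was not used here.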

Ratios of metabolic/total deregulated genes of male versus female mice in each group (WT control diet—14.59%; KO control diet—16.24%; WT MCD diet—11.48%; KO MCD diet—17.05%) were between 11–18%. To further evaluate the gender difference caused by *Cav1* knockout mice between wild-type and knockouts, we compared overlapping genes after normal diet. 

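On the control diet, 33 of the 507 genes in the joined metabolic lists were higher in males of both genotypes at an unadjusted p under 0.05, 84 were higher in females of both, and 2 went in opposite directions. Independent lists would share 37.8 in the same direction. Over all genes, 168 passed after adjustment in both genotypes in the same direction (71 higher in males, 97 higher in females) and 0 in opposite directions. The number in the same direction was 792 at an unadjusted p under 0.05 (chance gives 162, and 52 were opposite) and 1 by the methods' t-test after adjustment.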

Here, 126 genes were downregulated (20.3%) and 60 upregulated (9.7%) in both dataset (Fig. S4A, Table S8). After MCD diet, only 16 genes showed a downregulation (4%) and 20 were upregulated (5%, Fig. S4B, Table S8). Thus, the gender-dependent differences caused by *Cav1* knockout in metabolic gene expression patterns were enhanced after MCD diet compared with control fed mice.

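On the MCD diet, 9 genes of the joined metabolic lists were higher in males of both genotypes, 29 were higher in females of both, and 1 was opposite, against 11.4 in the same direction for independent lists. Over all genes, 24 passed after adjustment in both genotypes, 10 higher in males and 14 in females, and 0 in opposite directions (239 and 51 at an unadjusted p under 0.05, where chance gives 55.1 in the same direction). These include Sult2a1 and A1bg, with log2 fold changes of males against females of -7.37 and -4.34 in HepCAV1wt. The number that passed was 15 without HepCAV1ko MCD female replicate 2 and 0 by the methods' t-test.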

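Across all genes, the log2 fold changes of males against females in HepCAV1wt and HepCAV1ko correlated with r = 0.64 on the control diet and r = 0.36 on the MCD diet. Genes are not independent replicates, so no p is given. Whether the sex difference itself differed between the genotypes was tested as an interaction. On the control diet 1 gene passed, Cyp2c39, with a difference of log2 fold changes of 2.70 (SE 0.33, adjusted p = 0.00127), and 1392 had an unadjusted p under 0.05. Under MCD 0 genes passed in limma and 1213 had an unadjusted p under 0.05, and the fit without moderated variances gave 0 and 1166. Both counts at an unadjusted p lie close to the number chance gives. Among the lists, PPARα targets and fatty acid oxidation had a lower knockout effect in males than in females on the control diet, with a median difference of -0.62 for the first (camera adjusted p = 2.3e-12, adjusted p = 0.537 with an estimated correlation). For the second it was -0.36 (camera adjusted p = 1.7e-07, adjusted p = 0.64 with an estimated correlation). It was -0.23 without HepCAV1ko control male replicate 3. The count on the control diet was 2 without HepCAV1wt control male replicate 1, and on the MCD diet it was 2, 1 and 1 without HepCAV1wt MCD female replicate 3, HepCAV1ko MCD male replicate 1 and HepCAV1ko MCD female replicate 3.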

### Hepatocyte-specific *Cav1* knockout in NAFLD development

Although no phenotypic differences between HepCAV1ko and HepCAV1wt were observed under healthy conditions, transcriptomic alterations were determined. Thus, it was of interest to see whether the absence of hepatocytic *Cav1* was reflected on the gene expression level in diseased mice. Gene expression profiles of HepCAV1wt and HepCAV1ko upon feeding MCD diet were analyzed in context of gender.

In male MCD fed mice, 1000 genes were significantly regulated in HepCAV1ko compared to HepCAV1wt mice (in total 471 upregulated, including *Dmbt1, Fbl, Egr1*, and 529 downregulated genes, including *Evol3, Cyp2c40, Cyp2c38*; top 20 genes are listed in Fig. S5A, B). 

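Small nucleolar RNA genes and genes of the integrated stress response were higher as lists in MCD-fed HepCAV1ko than HepCAV1wt males, while no single gene passed. Of 99 small nucleolar RNA genes, whose products guide the modification of ribosomal RNA, 0 passed (14 and 0 adjusted over the list alone). The list's median log2 fold change was 0.37 (camera adjusted p = 6.3e-23, and adjusted p = 0.556 with an estimated correlation). Of 22 genes of the integrated stress response, 0 passed (3 and 0 adjusted over the list alone). Across the list the median log2 fold change was 0.44 (camera adjusted p = 1.7e-09, and adjusted p = 0.268 with an estimated correlation). Of 19 markers of macrophages and Kupffer cells, 0 passed (1 and 0 adjusted over the list alone). These genes had a median log2 fold change of 0.29 (camera adjusted p = 8.0e-05, and adjusted p = 0.706 with an estimated correlation). That call was lost without HepCAV1wt MCD male replicate 3 (adjusted p = 0.275). The median of the stress response was 0.27 without HepCAV1ko MCD male replicate 1, and that of the small nucleolar RNAs 0.14 without replicate 2. The largest differences at an unadjusted p under 0.05 were Dmbt1, a secreted scavenger receptor protein, with a log2 fold change of 2.65 (SE 0.87, adjusted p = 1.0), and Fbl, the methyltransferase of small nucleolar ribonucleoproteins, at 1.52. They were followed by the immediate early gene Egr1 at 1.31, Arhgef2 at 1.22 and Foxq1 at 1.20. Lower in the knockout were Elovl3 at -1.23 (SE 0.45, adjusted p = 1.0), Onecut1 at -1.15, Cyp2c40 at -1.09, Cyp2c38 at -1.07 and Cyp4a12a at -1.03. limma called 0 genes after adjustment and 1046 at an unadjusted p under 0.05, 526 higher and 520 lower, below the number that chance gives. The fit without moderated variances called 0 and 1078, and the methods' t-test 0 and 883. The arrays of the 2 groups did not overlap for 7.88% of genes, where chance gives 10%.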

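In MCD-fed HepCAV1ko males, of 26 genes of SNARE proteins and vesicle transport, 0 passed (0 and 0 adjusted over the list alone). Its genes had a median log2 fold change of 0.06 (camera adjusted p = 0.0364, and adjusted p = 0.706 with an estimated correlation). Sec22b, a SNARE protein of transport between endoplasmic reticulum and Golgi, was at 0.36 (SE 0.14, adjusted p = 1.0). Of 41 genes of glycan metabolism, which includes amino sugars and nucleotide sugars, 0 passed (1 and 0 adjusted over the list alone). Over the whole list, the median log2 fold change was 0.03 (camera adjusted p = 0.127). The fucosyltransferase Fut8 was at 0.54 (SE 0.16, adjusted p = 1.0) and Edem2, which trims mannose from misfolded glycoproteins, at 0.52. The call of the SNARE list was lost without HepCAV1wt MCD male replicate 1 (adjusted p = 0.0733) or 3 (0.411) and without HepCAV1ko MCD male replicate 1 (0.194) or 2 (0.216).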

Upregulated genes were related to SNARE interactions in vesicular transport, amino sugar and nucleotide sugar metabolism. Downregulated genes were mainly involved in distinct metabolic processes (including arachidonic acid, tryptophan, and fatty acid metabolism, Fig. 6b). 

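Genes of tryptophan and tyrosine degradation and of mitochondrial fatty acid oxidation were lower as lists in MCD-fed HepCAV1ko males. Of 19 genes of the first list, 0 passed (0 and 0 adjusted over the list alone). Their list had a median log2 fold change of -0.11 (camera adjusted p = 0.0131, and adjusted p = 0.706 with an estimated correlation). Kynu, a kynureninase of tryptophan breakdown, was at -0.46 (SE 0.16, adjusted p = 1.0). Of 18 genes of mitochondrial fatty acid oxidation, 0 passed (0 and 0 adjusted over the list alone). Their median log2 fold change was -0.12 (camera adjusted p = 0.0364, and adjusted p = 0.73 with an estimated correlation). Of 44 cytochromes P450 of families 2 and 3, which include the arachidonic acid epoxygenases of the Cyp2c subfamily, 0 passed (0 and 0 adjusted over the list alone). The list's median log2 fold change was -0.05 (camera adjusted p = 0.198). At an unadjusted p under 0.05, 8 of these cytochromes P450 were lower and 3 higher. Cyp2b13 was at 1.13 (adjusted p = 1.0). The call of tryptophan and tyrosine degradation was lost without HepCAV1wt MCD male replicate 2 (adjusted p = 0.0946) or 3 (0.309) and without HepCAV1ko MCD male replicate 1 (0.232) or 2 (0.238). That of fatty acid oxidation was lost without HepCAV1wt MCD male replicate 3 (adjusted p = 0.868) and without HepCAV1ko MCD male replicate 1 (0.544) or 2 (0.0539).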

Biological process analysis confirmed the finding shown in pathway annotation with presenting lipid metabolic processes and oxidation-reduction processes (Fig. S5C). 

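Metabolic genes, PPARα targets and cholesterol synthesis were lower as lists in MCD-fed HepCAV1ko males. Of the joined metabolic list's 507 genes, 0 passed (0 and 0 adjusted over the list alone). Across the list the median log2 fold change was -0.08 (camera adjusted p = 0.0119, and adjusted p = 0.706 with an estimated correlation). At an unadjusted p under 0.05, 28 were lower and 16 higher. Of 28 PPARα targets, 0 passed (0 and 0 adjusted over the list alone). These genes had a median log2 fold change of -0.18 (camera adjusted p = 0.0364, and adjusted p = 0.73 with an estimated correlation). Of 20 genes of cholesterol synthesis, 0 passed (0 and 0 adjusted over the list alone). Its genes had a median log2 fold change of -0.16 (camera adjusted p = 0.0364, and adjusted p = 0.783 with an estimated correlation). HepCAV1wt MCD male replicate 3 had the weakest diet response of the MCD-fed males, and its genes of lipid-associated macrophages lay below those of the other MCD-fed males. Without it the joined list, the PPARα targets and cholesterol synthesis lost their calls (adjusted p = 0.309, 0.309 and 0.787), and they did so too without HepCAV1ko MCD male replicate 1 (0.295, 0.0841 and 0.155) or 2 (0.228, 0.229 and 0.619). Without HepCAV1wt MCD male replicate 1, the PPARα and cholesterol calls were lost (adjusted p = 0.448 and 0.268). The paper concludes from its pathway and process annotation that male knockouts mainly responded to the MCD diet with lower expression of genes of lipid metabolism.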

As conclusion, we report that male HepCAV1ko mice mainly responded with a downregulation of lipid metabolism-related genes upon MCD diet. However, on the phenotype level, this functional outcome did not manifest.

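In MCD-fed females, small nucleolar RNA genes and genes of the integrated stress response were lower as lists in HepCAV1ko, as were macrophage genes. Of 99 small nucleolar RNA genes, 0 passed (0 and 0 adjusted over the list alone). Over the whole list, the median log2 fold change was -0.23 (camera adjusted p = 6.7e-12, and adjusted p = 0.626 with an estimated correlation). Of 22 genes of the stress response, 0 passed (0 and 0 adjusted over the list alone). Their list had a median log2 fold change of -0.33 (camera adjusted p = 2.5e-04, and adjusted p = 0.585 with an estimated correlation). Of 15 genes of lipid-associated macrophages, 0 passed (0 and 0 adjusted over the list alone). Their median log2 fold change was -0.41 (camera adjusted p = 6.0e-04, and adjusted p = 0.626 with an estimated correlation). Of 19 markers of macrophages and Kupffer cells, 0 passed (0 and 0 adjusted over the list alone). The list's median log2 fold change was -0.19 (camera adjusted p = 0.00366, and adjusted p = 0.70 with an estimated correlation). Cyp3a16, a female-biased cytochrome P450, had a log2 fold change of 1.81 (SE 0.48, adjusted p = 0.999) and A1bg, a plasma glycoprotein gene, one of 1.56 (SE 0.33, adjusted p = 0.761). Next came the T cell receptor segment Trav9-2 at 1.52 and Pdzrn3 at 1.30. Below HepCAV1wt were the bile acid and anion transporter Slco1a1 at -4.30 (SE 1.28, adjusted p = 0.999), Gm6614 at -2.52, the glucuronosyltransferase Ugt1a7c at -1.99, Erdr1 at -1.44 and the retinol dehydrogenase Dhrs9 at -1.28. limma called 0 genes after adjustment and 968 at an unadjusted p under 0.05, 457 higher and 511 lower. The fit without moderated variances called 0 and 942, the methods' t-test 0 and 1218, and limma with array weights 1554 at an unadjusted p. The arrays of the 2 groups did not overlap for 10.2% of genes (10% by chance). Without HepCAV1wt MCD female replicate 3 or HepCAV1ko MCD female replicate 1 the adjusted count was 2 or 1, and the unadjusted count was 597 without HepCAV1wt MCD female replicate 1. The call of the stress response was lost without HepCAV1wt MCD female replicate 3 (adjusted p = 0.278). That of lipid-associated macrophages was lost without HepCAV1wt MCD female replicate 1 (0.107) and HepCAV1ko MCD female replicate 3 (0.972), and that of macrophages and Kupffer cells without HepCAV1wt MCD female replicate 3 (0.172) and HepCAV1ko MCD female replicate 3 (0.82). Without HepCAV1ko MCD female replicate 1 the medians of the macrophage lists were -0.87 and -0.47.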

In females, 961 genes were deregulated (476 upregulated genes, including *Cyp3a16, A1bg, Trav9-2*, and 485 downregulated genes, including S*lco1a1, Gm6614, Ugt1a7c* in the knockouts, Fig. S6A, B). 

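Genes that break down amino acids were higher as lists in MCD-fed HepCAV1ko females. Of 25 genes of valine, leucine and isoleucine degradation, 0 passed (0 and 0 adjusted over the list alone). Across the list the median log2 fold change was 0.12 (camera adjusted p = 6.9e-04, and adjusted p = 0.626 with an estimated correlation). Mccc1, a subunit of the carboxylase of leucine breakdown, was at 0.41 (SE 0.18, adjusted p = 0.999). Of 27 genes of the urea cycle and amino acid catabolism, 0 passed (2 and 0 adjusted over the list alone). These genes had a median log2 fold change of 0.18 (camera adjusted p = 0.00351, and adjusted p = 0.626 with an estimated correlation). The glyoxylate aminotransferase Agxt was at 0.61 (SE 0.22, adjusted p = 0.999). Of 19 genes of tryptophan and tyrosine degradation, 0 passed (0 and 0 adjusted over the list alone). Its genes had a median log2 fold change of 0.19 (camera adjusted p = 0.0192, and adjusted p = 0.626 with an estimated correlation). The joined list of 507 metabolic genes had a median log2 fold change of 0.04 (camera adjusted p = 0.222). The call of valine, leucine and isoleucine degradation was lost without HepCAV1wt MCD female replicate 1 (adjusted p = 0.274) or HepCAV1ko MCD female replicate 3 (0.13), and its median was 0.19 without HepCAV1wt MCD female replicate 3 and 0.19 without HepCAV1ko MCD female replicate 2. The calls of the urea cycle and of tryptophan and tyrosine degradation were lost without HepCAV1wt MCD female replicate 1 (adjusted p = 0.663 and 0.651) or HepCAV1ko MCD female replicate 3 (0.624 and 0.82). The urea cycle median was 0.29 without HepCAV1wt MCD female replicate 3.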

Deriving from KEGG pathway annotation, upregulated genes were related to metabolic pathways, e.g., carbon and amino acid metabolism, while downregulated genes were less clusterable in KEGG pathway, only showing cancer-relation, including microRNAs in cancer, viral carcinogenesis and prostate cancer (Fig. 6c). Biological process analysis and molecular function nevertheless supported the results from KEGG pathway annotation, showing metabolic processes and oxidoreductase activity as upregulated (Fig. S6C). Therefore, in females, HepCAV1ko induced metabolic processes while in males those were reduced. 

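The difference between the knockout effects in MCD-fed males and females was tested as an interaction of genotype and sex, in which a negative value means a lower effect in males. Lists of amino acid breakdown genes had lower knockout effects in males than in females by camera. The median difference of log2 fold changes was -0.30 for valine, leucine and isoleucine degradation (camera adjusted p = 2.1e-05). It was -0.20 for the urea cycle and amino acid catabolism (camera adjusted p = 0.00176), -0.27 for tryptophan and tyrosine degradation (camera adjusted p = 4.9e-04) and -0.10 for the joined metabolic list (camera adjusted p = 0.00603). With an estimated correlation none of these calls held (lowest adjusted p = 0.49). The aspartate aminotransferase Got1 was at -1.47 (SE 0.46, adjusted p = 0.793), the histidine ammonia-lyase Hal at -0.90 (adjusted p = 0.727) and Acadsb at -0.66 (adjusted p = 0.756), so no single gene passed. In the same interaction, markers of macrophages and Kupffer cells had a median of 0.45 (camera adjusted p = 1.1e-06), genes of lipid-associated macrophages one of 0.53 (camera adjusted p = 4.7e-05) and fibrosis genes one of 0.28 (camera adjusted p = 5.2e-05), each at an adjusted p of 0.49 with an estimated correlation. HepCAV1wt MCD male replicate 3 and HepCAV1ko MCD female replicate 3 had the weakest diet response of their sex, a mean log2 shift of 0.918 and 0.550 over genes called for the diet in the other sex, against 1.04 to 1.26 in the other MCD-fed males and 0.707 to 0.838 in the other MCD-fed females. Without both arrays, a setting chosen after the data had been seen, the urea cycle, tryptophan and tyrosine and joined lists did not pass (adjusted p = 0.379, 0.284 and 0.379), nor did the macrophage and fibrosis lists (lowest adjusted p = 0.541). The urea cycle call was lost without HepCAV1wt MCD female replicate 1 (adjusted p = 0.112), HepCAV1ko MCD male replicate 1 (0.0677) or HepCAV1ko MCD female replicate 3 (0.108), and that of tryptophan and tyrosine without the last of these (0.0641). The call of the joined list was lost without HepCAV1wt MCD male replicate 3 (adjusted p = 0.0873), HepCAV1ko MCD male replicate 1 (0.0706) or 2 (0.0641), or HepCAV1ko MCD female replicate 3 (0.0779). The median of valine, leucine and isoleucine degradation was -0.19 without HepCAV1wt MCD female replicate 1 and -0.16 without HepCAV1ko MCD male replicate 1. From the pathway annotation in each sex, the paper concludes that the knockout induced metabolic processes in females and reduced them in males.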

A few strongly altered metabolic genes from array analyses in males and females were tested by PCR. As in the array, *Elov3* and *Csad* were significantly changed, and for *Dpys* and *Got1* we found a clear trend (Fig. S7), supporting our array findings.

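On the arrays of MCD-fed mice, the fatty acid elongase Elovl3 had a log2 value of 6.87 ± 0.67 (SD, n = 3) in HepCAV1wt and 5.64 ± 0.41 in HepCAV1ko males. In females it was at 3.49 and 3.36, a log2 fold change of -0.13 (adjusted p = 0.999). Csad, which makes hypotaurine from cysteine sulfinate, was at -1.20 (SE 0.46, adjusted p = 0.999) in females (7.61 in HepCAV1wt and 6.41 in HepCAV1ko) and at -0.41 (adjusted p = 1.0) in males. Dpys was at -0.90 (SE 0.33, adjusted p = 1.0) in males and at 0.04 in females, and Got1 at 1.07 (SE 0.33, adjusted p = 0.999) in females and -0.40 in males. None of these genes passed after adjustment over all genes. With 1 array left out, the log2 fold change of Elovl3 in females ranged from -0.38 to 0.18, that of Dpys in females from -0.40 to 0.42 and that of Csad in males from -0.88 to 0.069, so these directions turned. The PCR measurements themselves were not analysed here.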

Deregulated metabolic genes in the HepCAV1ko were analyzed in four data subsets (male HepCAV1ko mice control diet vs wild-type, male HepCAV1ko mice MCD diet vs wild-type, female HepCAV1ko mice control diet vs wild-type, female HepCAV1ko mice MCD diet vs wild-type). As shown in Fig. 4b and Fig. S8, metabolic events were classified in diverse programs. Among them, small molecular transport, ion transport, fatty acid, glycan, and amino acid are most relevant metabolic processes. In context of the glucose metabolism relevance in liver regeneration^9^, we more closely analyzed whether genes related to glycometabolism were affected by diet (sex dependent). Functional involvement of altered genes in gluconeogenesis and glycolysis was rather low (~1–3% of metabolic altered genes). However, genes related to glycan metabolism were altered more frequent, with a share of 7–11% of metabolic altered genes (Table S9).

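Of 38 genes of glycolysis, gluconeogenesis and glycogen, those with an unadjusted p under 0.05 between HepCAV1ko and HepCAV1wt numbered 5 in control-fed males, 4 in MCD-fed males, 4 in control-fed females and 2 in MCD-fed females. They made up 9.26%, 9.09%, 10.3% and 6.06% of the metabolic genes at that threshold (54, 44, 39 and 33 genes), while the group makes up 7.50% of the joined metabolic lists. None of them passed after adjustment. The lists were written after the paper's Table S9, which names such genes called on these same arrays, had been seen, so these shares are not independent evidence.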

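Genes of glycan metabolism (41 measured) with an unadjusted p under 0.05 numbered 5 and 6 in control-fed and MCD-fed males and 10 and 10 in control-fed and MCD-fed females, or 9.26%, 13.6%, 25.6% and 30.3% of the metabolic genes at that threshold, against 8.09% of the joined lists. None passed after adjustment, and the number of genes behind each share is small. The list was written after the paper's Table S9, which names glycan genes called on these same arrays, had been seen. A share above 8.09% is therefore not independent evidence that glycan genes were altered more often.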

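On the MCD diet, 29 genes had an unadjusted p under 0.05 between HepCAV1ko and HepCAV1wt in both sexes with the same direction, 14 higher and 15 lower in the knockout. Another 65 had opposite directions, 42 of them higher in male and lower in female knockouts and 23 the other way. Independent lists would share 20.5 in each. After adjustment there were none in limma, since no gene passed in either sex. Across all genes the log2 fold changes of the knockout in males and females correlated with r = -0.14. Among 100 draws with genotype labels exchanged within each sex, 56 gave as many genes in the same direction, 19 as many in opposite directions and 16 a correlation as far from 0. On the control diet 43 genes had the same and 63 opposite directions, against 37.7 expected for each. The 29 became 19 without HepCAV1wt MCD female replicate 1 and 17 without HepCAV1ko MCD male replicate 2. The 65 became 35 without HepCAV1wt MCD female replicate 1 and 32 by the methods' t-test, and among genes above the median expression they were 7 and 40. 

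**Figure D6:**
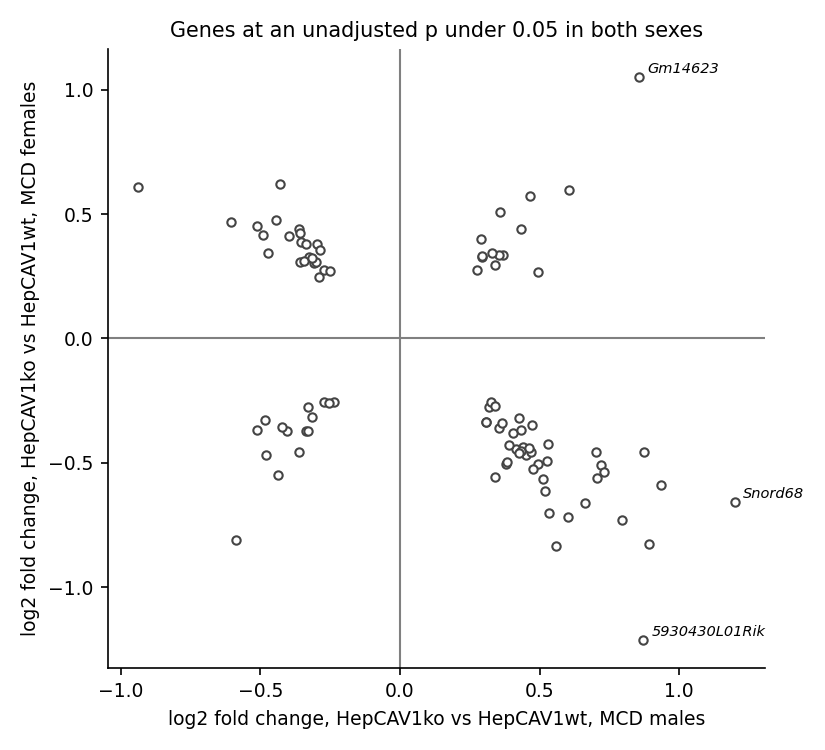
Log2 fold change of HepCAV1ko against HepCAV1wt in MCD-fed males (horizontal axis) and females (vertical axis) for the genes with an unadjusted p under 0.05 in both sexes, 1 point each. 29 genes lie where both signs are equal and 65 where they are opposite.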

When overlapping all deregulated genes from males and females, only a small number of genes were found regulated in both sexes (Fig. S9, Table S10), indicating that CAV1 exerts gender-dependent effects in NAFLD disease.

To conclude, these results provide evidence that CAV1 prominently influences metabolic processes during disease development, but also determines gender effects.

## Discussion

In this study, we investigated the effects of hepatocyte-specific CAV1 in healthy and in NAFLD mice phenotype evaluation of tissue and gene expression profiling as well as plasma analysis.

The hepatocyte-specific knockout using the Cre/loxP system was successfully established, although mRNA expression of *Cav1* in liver tissue (*p* = 0.0649 in males, 0.0771 in females) did not reach significance, which is due to normal *Cav1* expression in non-parenchymal cells (and especially LSEC express higher levels compared to hepatocytes). In context of distinct cell types expressing higher CAV1 levels, this protein will exert cell specific functions and interestingly, in LSEC, CAV1 impacts on eNOS regulation, autophagy and defenestration—crucial events during liver diseases^18,19^. Therewith, applying the cell type specific knockout in context of LSEC and other liver cells will be relevant to broaden our understanding on CAV1 in liver disease contexts. Regarding parenchymal cells, the knockout in isolated hepatocytes was evident—as a significant reduction of *Cav1* was shown on RNA level in both sexes. On protein level, some CAV1 expression was still detectable in knockout hepatocyte lysates, likely due to the conditional knockout system that could be leaky. However, compelling evidence proves CAV1 reduction in the HepCAV1ko and thus, we moved onto study its functions in vivo.

CAV1 regulation in NAFLD showed conflicting results in the literature. CAV1 expression was repressed in L02 and AML12 cells cultured with free fatty acids to trigger steatosis in vitro. In vivo using C57BL/6 J mice fed a high fat diet (HFD) to induce NAFLD, CAV1 expression was reduced. Similar findings were obtained in obese mice, and even in NAFLD patients^10,20^. These findings are in line, showing a reduction of CAV1 expression upon feeding MCD in male mice, but not in females. However, in another study, C57BL/6 male mice fed a high fat and cholesterol enriched diet showed increased CAV1 expression in liver^21^. Regarding our study, CAV1 expression showed a tendency towards upregulation in MCD fed females. Hence, gender plays a crucial role in controlling CAV1 expression in NAFLD. Li et al. may provide a key explanation on the mechanism of CAV1 regulation in NAFLD: CAV1 expression was proved to be reduced by upregulated miR199a-5p in hepatocytes^20^. Indeed, this microRNA is regulated during liver diseases^22,23^. Thus, it is worth investigating whether miR199a-5p expression is gender-dependent.

The liver is pivotal in regulating systemic homeostasis and balancing metabolism, in concert with other tissue, e.g., adipose tissue and the gastrointestinal tract. In recent studies, CAV1 was proven as an important membrane protein for regulating metabolism and different signalling pathways, but most in vivo studies were done with global *Cav1* knockout animals, reporting some contradictory outcomes. For example, CAV1 was proven to protect from lipid accumulation in L02 and AML12 hepatocyte cells upon FFA treatment and in mice after 4 weeks HFD^10^. While in the Asterholm study, opposite results were shown, i.e., that *Cav1* knockout mice had reduced hepatic steatosis after 8 weeks HFD in response to 24 h fasting^13^. These conflicting results implicated that CAV1 abundance related steatosis may be influenced by diet/feeding conditions, for example whether animals were fasting prior analysis. They also assumed that the liver may play a secondary compensatory role as the metabolic dysfunctions should be mediated by adipose tissue^13^. These results were consistent with our findings using hepatocyte-specific *Cav1* knockout mice, pointing to the possibility that CAV1 in other tissues/cells affects susceptibility for steatosis. However, when studying liver regeneration upon partial hepatectomy, Fernández-Rojo and colleagues determined hepatocyte autonomous effects of CAV1^9^. *Cav1* knockout animals shifted towards carbohydrate-dependent adaptation. In AML12 cells, lack of CAV1 under metabolic stress led to alterations in the extracellular acidification rate, indicating alterations in lactate efflux and thus of glycolysis. The MCD NAFLD/NASH model is also triggering massive metabolic stress and hence, a similar adaptation might take place. With absent CAV1, glucose availability thus may influence hepatocyte integrity and proliferation capacity and therewith directly influence disease progression. Other animal models without lack of essential nutritional compounds, such as Western diet, might be more appropriate to study those mechanisms due to the mode of action. On gene expression level, data did not indicate major alterations of glycolysis or gluconeogenesis in dependency of CAV1. Comparing our analyses with GloCAV1ko mice data that were showing phenotypes like decreased body mass, increased liver/body ratio, increased triglyceride and cholesterol levels^13,24^, this was not observed in HepCAV1ko mice under control conditions. Also, comparing KEGG pathways and metabolic events of GloCAV1ko and HepCAV1ko mice, strong differences and little overlap were detected, thus consistent with the phenotypes.

Sexual dimorphism was discussed as second important factor in weight average proportion analysis. In this study, strong metabolic differences between the sexes were determined, regardless of genotype and diet. In previous studies, gender-specific metabolic differences caused by CAV1 were reported. In the CAV1 intestinal epithelial cell knockout mouse model, plasma low density lipoprotein (LDL) cholesterol increase by HFD was prevented in males, but not in females^25^. Also, LDL cholesterol was only detected in male knockout mice^11^. Here, we observed a GLDH gender difference in the HepCAV1ko mice upon MCD diet. More interestingly, male HepCAV1ko mice demonstrated suppressed, while females had induced metabolic gene expression patterns upon MCD feeding. However, strong basal differences (healthy conditions) between male and female FVB mice had been monitored (Table 2, Fig. 6a). Based on this, CAV1 seems to play sex-dependent metabolic functions in hepatocytes, although more studies are needed to determine in which contexts phenotypes become relevant. Regarding the mechanisms of CAV1 gender effects, some studies indicated that it may due to the interaction between CAV1 and sex hormone signaling to regulate metabolic processes, like androgen receptor^26^ or steroid signaling, such as E2^27^. Whether this regulation applies also in this setting has yet to be proven.

We identified significant alterations of gene expression profiles in HepCAV1ko mice in NAFLD, while not on the disease level. A possible reason for this is the short time feeding (4 weeks) which only presents the early phase of disease (with slight fibrosis). The HFD model could be applied to investigate later phases of NASH-disease for further studying effects of CAV1.

In summary, our findings provide evidence that hepatocyte-specific *Cav1* knockout does not affect MCD mediated NAFLD development, but alters expression level of a plethora of genes. *Cav1* deletion led to strong differences in gene expression profiles in male and female livers, in both healthy and NAFLD mice. Future studies will shed light on whether gender differences with respect to CAV1 function are of pathophysiological relevance in the development of metabolic liver diseases.

## Materials and methods

### Mice

Floxed CAV1^−/−^ mice were obtained from Prof. Philip Scherer (University of Texas) and details about the mice are depicted in the study of Asterholm et al.^13^. In this project, floxed CAV1^−/−^ mice were crossed with Albumin promoter Cre-recombinase (Alb-Cre) heterozygous mice (BL/6-TgN(Alb-Cre−/ + )) to obtain HepCAV1ko mice and wild-type littermates (HepCAV1wt). The mice genotype was confirmed by PCR of ear tissue using the following primers: floxed Cav1 (forward: 5′-3′: GTG CAT CAG CCG CGT CTA CTC and reverse: 5′-3′: GGC CGT AAC CTG AAT CTC TTC CCT TTG) and Alb-Cre PCR (forward: 5′-3′: AAG TTG AAT AAC CGG AAA TGG and reverse: 5′-3′: AGC TAC ACC AGA GAC GGA AAT). Mice were housed in a pathogen-free standard environment. Group allocation for the experiments was randomized and not blinded. Sample analyses were not blinded. All procedures with mice were performed according to national and international guidelines. Prior ethics approval was obtained from the local ethics committee of the state Baden-Württemberg.

### Experimental diet

Mice were kept with a normal diet ad libitum until 8 weeks of age. Prior start of the experiments, both HepCAV1ko and HepCAV1wt mice were randomly divided into two groups for either feeding the MCD diet (*N* = 12) or control diet with methionine and choline (*N* = 12) for 4 weeks. MCD and control diets were purchased from Ssniff (E15652 and E15654, Germany). Each diet group included 6 male and 6 female mice. Mice were weighted twice per week during the 4 weeks of experimentation.

### Serum analyses

At the end of the experiment, blood from retrobulbar plexus was preserved for further serum analyses. Blood biochemical indices, among alanine aminotransferase, aspartate aminotransferase (AST), alkaline phosphatase, glutamatdehydrogenase (GLDH), triglyceride, cholesterol, urea, and glucose were measured using a Hitachi automatic analyzer.

### Histological analysis

For histopathologic evaluation, livers were fixed with 4% paraformaldehyde, embedded in paraffin, and cut into 4 μm thick slides. Hematoxylin and eosin (H&E, Darmstadt, Germany) and Sirius red stainings (PSR, Missouri, USA) were done to assess liver inflammation and fibrosis. For detection of lipid droplets in livers, cryostat sections of 8 μm were stained with Oil Red O according to standard procedures. Sections were imaged at ×20 magnification. Quantification of Oil Red staining was done with ImageJ software (Version1.51j8). Immunohistochemistry for Ki67 (12202 S, Cell Signaling) was performed to determine cell proliferation activity in tissue of HepCAV1wt and HepCAV1ko mice fed normal or MCD diet. Quantification was done by counting positive nuclei upon ×20 magnification in 20 random fields per mouse. For each mouse, values were averaged and shown in the graph (Fig. S1).

### Hepatocyte isolation and culture

Primary hepatocytes were isolated with a two-step collagenase (C2-22, Merk Biochrom) perfusion method as described previously^28^. Freshly isolated hepatocytes were then seeded on 6-well plates (3 × 10^5^ per well) and cultured in Williams E medium supplemented with 1% l-glutamine, 1% penicillin/streptomycin, 0.1% dexamethasone, and 10% fetal bovine serum^28^. Upon attachment (approximately after 4 h), cells were cultured in starvation medium without dexamethasone and FBS. RNA and protein lysates of primary hepatocytes were harvested after 48 and 72 h.

### RNA isolation and quantitative PCR

Total RNA was isolated from whole liver tissue or primary hepatocytes using InviTrap Spin Universal RNA Mini Kit (Stratec Biomedical AG, Germany), according to the manufacturer’s instructions. RNA concentration was determined using the Tecan Infinite M200 microplate reader. Subsequently, RNA (1 µg) was reverse transcribed to cDNA using random primers and Revert Aid H Minus Reverse Transcriptase (Thermo Scientific). Quantitative polymerase chain reaction (qPCR) analysis was performed in a 10 µl total reaction volume using EvaGreen qPCR Mix Plus (Solis BioDyne, Tartu, Estonia) on a StepOne (Applied Biosystems). The qPCR reaction mix was composed of 2 µl EvaGreen, 12.5 ng cDNA, 5 pmol of gene primer mix, and then filled to 10 µl with nuclease-free water. The experiments were performed in triplicates (or as stated) and peptidylprolyl isomerase A (*Ppia*) was used for normalization. The gene primer sequences are as follows (5′-3′): *Cav1*: forward: GAA GGG ACA CAC AGT TTC GAC; reverse: GGA TGC CGA AGA TCG TAG ACA. *Ppia*: forward: GAG CTG TTT GCA GAC AAA GTT; reverse: CCC TGG CAC ATG AAT CCT GG. *Elovl3*: forward: TTC TCA CGC GGG TTA AAA ATG G; reverse: GAG CAA CAG ATA GAC GAC CAC. *Got1*: forward: GCG CCT CCA TCA GTC TTT G; reverse: ATT CAT CTG TGC GGT ACG CTC. *Dpys*: forward: GGT GGA GCG ACA AGG TAA AAG; reverse: CTG CTC GTC TTG CAC CAT GT. *Csad*: forward: GAA GAA GGG GAC CAT GAT GA; reverse: CAC CAC CAT TCG GAA GAA GT.

### Western blot analysis

CAV1 protein abundance was tested with tissue lysates from whole liver and isolated primary hepatocytes as previously described^29^. Briefly, RIPA buffer with freshly added phosphatase and protease inhibitors was used to extract protein from tissue and cells. Protein concentration was assessed with the Bio-Rad protein assay kit according to the manufacturer’s instructions and quantified with the Tecan Infinite M200 via absorbance measurement at 690 nm. Equal amounts of protein (30 µg) were separated by SDS-PAGE (10–12% gels) and blotted onto a PVDF membrane (Millipore, Billerica, MA, USA). The membrane was blocked with 5% nonfat dry milk in TBST at room temperature for 1 h, and incubated overnight at 4 °C with primary antibodies. Primary antibodies against CAV1 (T3267, Cell Signaling) and GAPDH (sc25778, Santa Cruz Biotechnology) were used. HRP-linked anti-mouse (sc-2005, Santa Cruz) and anti-rabbit antibodies (sc-2357, Santa Cruz) were used as secondary antibodies. Signals were visualized by incubating the blots in Supersignal Ultra solution (Pierce, Hamburg, Germany) and recorded with imaging system Fusion SL4 (PEQLAB, Germany). The target protein bands were quantified by using Fluorchem Q system (ProteinSimple, California, USA).

### Microarray analysis

Prior microarray analysis, RNA isolated from liver tissue was tested by capillary electrophoresis on an Agilent 2100 bioanalyzer (Agilent) for confirming quality. Gene expression profiling was subsequently performed using mouse Affymetrix MoGene 2.0 ST Array Chips (Life Technologies, Germany). Biotinylated antisense cRNA was then prepared according to the Affymetrix standard labelling protocol with the GeneChip WT Plus Reagent Kit and the GeneChip Hybridization, Wash and Stain Kit (both from Affymetrix, Santa Clara, USA). Afterwards, the hybridization on the chip was performed on a GeneChip Hybridization oven 640, then dyed in the GeneChip Fluidics Station 450 and thereafter scanned with a GeneChip Scanner 3000. All of the equipment used was from the Affymetrix Company (Affymetrix, High Wycombe, UK).

### Data analyses

In addition to our own microarray data, the dataset GSE35431 was downloaded from the Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/). This dataset included gene profiles of livers from global *Cav1* knockout (GloCAV1ko) and wild-type littermates (GloCAV1wt). A *p* value < 0.05 was defined as statistical significant. The significantly regulated genes were followed by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway functional annotation and gene ontology analysis with DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/). Venny tool was used to identify overlapping genes in two or more datasets (http://bioinfogp.cnb.csic.es/tools/venny/). Metabolic genes were defined as published in another gene list^30^.

### Statistics

Statistical analyses were performed with GraphPad Prism version 6.0 software. Statistical testing was done with two sided *t*-test or analysis of variation (ANOVA) where applicable. Normally distributed data was analyzed with *t*-test and non-normally distributed data was analyzed with Mann-Whitney test. We used ANOVA with multiple comparisons and Tukey’s posthoc test. Quantification of staining was done using ImageJ. Data is presented as mean ± SD. Each experiment was performed at least three times (or as indicated). Statistical significance is indicated as follows: *p < 0.05; **p < 0.01; ***p < 0.001. ****p < 0.0001

## Supplementary information

Supplementary figure and table legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

Figure S9

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

Table S10

# Supplementary material for: Hepatocyte caveolin-1 modulates metabolic gene profiles and functions in non-alcoholic fatty liver disease
**Source:** Cell Death Dis. 2020 Feb 6;11(2):104. doi: 10.1038/s41419-020-2295-5
**Supplement:** Supplementary file 1 — Supplementary figure and table legends

**Supplementary information**

**Supplementary Figure Legends (Figure S1-S9)**

**Figure S1.** Ki67 staining in livers of HepCAV1ko and HepCAV1wt mice upon feeding MCD diet for 4 weeks. No significant differences in Ki67 staining between HepCAV1ko and HepCAV1wt mice with control diet or MCD diet (N=3 per group).

**Figure S2.** Microarray analysis of livers from male HepCAV1ko vs HepCAV1wt mice. (A) Number of differentially regulated genes in male HepCAV1ko livers (N=1211). (B) List of top 20 up- and downregulated genes. (C) Ontology analyses of deregulated genes. ↑: upregulated, ↓: downregulated; red: upregulated, green: downregulated.

**Figure S3.** Gender differences of deregulated genes in males compared to females. KEGG pathway annotation of highly or lowly regulated genes comparing males to females in HepCAV1ko mice with control diet (A), in HepCAV1wt mice with MCD diet (B), in HepCAV1ko mice with MCD diet (C) ↑: upregulated, ↓: downregulated; M: males, F: females.

**Figure S4.** (A) Overlap of 382 deregulated metabolic genes (male vs female HepCAV1wt mice) and 433 (male vs female HepCAV1ko mice) fed control diet (WT Con (M vs F) and KO Con (M vs F)). (B) Overlap of 204 deregulated metabolic genes (male vs female HepCAV1wt mice ) and 239 (male vs female HepCAV1ko mice ) fed MCD diet (WT MCD (M vs F) and KO MCD (M vs F)).

**Figure S5.** Changes in gene expression after MCD diet in HepCAV1ko compared to HepCAV1wt male mice. (A) Number of differentially regulated genes (N=1000). (B) List of top and bottom 20 significantly regulated genes. (C) Gene ontology analyses of up- or down-regulated genes confirmed the results from KEGG pathway determination.

**Figure S6**. Gene expression alterations of *Cav1* knockout hepatocytes relative to HepCAV1wt female mice upon MCD diet. (A) Number of differentially regulated genes (N=961). (B) Top and bottom 20 significantly regulated genes. (C) Gene ontology analyses of up- or down-regulated genes showed the same result with KEGG pathway annotation.↑: upregulated, ↓: downregulated; red: upregulated, green: downregulated.

**Figure S7.** qPCR analysis of deregulated metabolic genes in male and female HepCAV1ko mice compared with HepCAV1wt mice upon MCD diet. *Elov3* and *Csad* were significantly changed as found in the microarray data, and *Dpys* and *Got1* showed a clear trend of regulation.

**Figure S8.** Sector graphs for deregulated metabolic genes between HepCAV1ko and HepCAV1wt, sex and diet dependent. (A) Male control diet (KO vs WT). (B) Male MCD diet (KO vs WT). (C) Female control diet (KO vs WT). (D) Female MCD diet (KO vs WT). Small molecular transport, ion transport, fatty acid, glycan and amino acid are the most relevant altered metabolic events within the four datasets.

**Figure S9.** Overlap of 1000 genes deregulated by HepCAV1 knockout in male mice and 961 genes deregulated by HepCAV1 knockout in female mice fed the MCD diet (Male MCD (KO vs WT) and Female MCD (KO vs WT)).

**Supplemantary Table Legends (Table S1-S10)**

**Table S1.** Top 100 up- or downregulated genes by HepCAV1ko in male mice with control diet.

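Of the 200 genes in Table S1, 192 have a value here under the same symbol. Each of these has the table's direction and an unadjusted p under 0.05 from limma for control-fed HepCAV1ko against HepCAV1wt males, and 1 passes after adjustment over all genes. The table's Z-scores are a straight line in the log2 fold changes of these arrays (r = 1.00 across genes), at 1.94 Z-score units per log2 unit.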

**Table S2.** KEGG pathway annotation of genes deregulated in HepCAV1ko vs HepCAV1wt.

**Table S3.** KEGG pathway annotation of genes deregulated in GloCAV1ko vs GloCAV1wt.

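Of the 200 genes listed in Table S4, 193 have a value here. All have the table's direction between MCD-fed and control-fed HepCAV1wt males, and 175 pass after adjustment over all genes. The Z-scores run at 1.24 per log2 unit.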

**Table S4.** Top 100 up- or downregulated genes by MCD diet in HepCAV1wt male mice.

**Table S5.** KEGG pathway annotation of genes deregulated by MCD diet in HepCAV1wt male mice.

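For males against females of control-fed HepCAV1wt, 189 of the 200 genes listed in Table S6 have a value here. Their directions are those of the table, 144 pass after adjustment over all genes, and the Z-scores run at 1.09 per log2 unit.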

**Table S6.** Top 100 up- or downregulated genes in males vs females in HepCAV1wt mice with control diet.

**Table S7.** KEGG pathway annotation of deregulated genes in males vs females in HepCAV1wt mice with control diet.

**Table S8.** Overlapping genes between males and females.

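Table S8 lists genes that differ between males and females in both genotypes. On the control diet, limma gave an unadjusted p under 0.05 in both genotypes for 55 of 57 genes listed as higher in males. It did so for 107 of 118 listed as higher in females, and 19 and 38 passed in both after adjustment. On the MCD diet these were 17 of 20 and 15 of 16, and 2 and 3. Each gene with a value here has the table's direction in both genotypes.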

**Table S9.** Glycometabolic genes regulated by genotype, gender, diet.

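In the table of knockout effects shared by MCD-fed males and females, 11 of 20 genes listed as higher in both sexes and 10 of 16 listed as lower in both had an unadjusted limma p under 0.05 in both. So had 17 of 30 listed as lower in males and higher in females and 33 of 38 listed the other way. None passed after adjustment in limma in either sex, and the directions of all genes with a value here are those of the table. The p-values in Tables S1, S4 and S6 lay near a fit without moderated variances. A gene can therefore pass the paper's threshold and miss this one.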

**Table S10.** Overlapping genes between Male MCD (KO vs WT) and Female MCD (KO vs WT).

How the deposited data were processed for this re-analysis (not part of the article)

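Whole-liver RNA of HepCAV1wt and HepCAV1ko mice of both sexes on a control or MCD diet was measured on 24 Affymetrix mouse gene arrays, 3 for each of 8 groups, after 4 weeks of diet. Groups and replicate numbers were taken from the sample labels. The authors deposited log2 values made with RMA, which subtracts background, normalizes the quantiles over all arrays and summarises the probes of each gene; the version of RMA and of the chip definition are not given in the sources used here. The values are not centred per gene, and all arrays share one distribution, so the overall brightness of an array carries no information and no shift common to all genes of an array can be seen. Features are numbered by Entrez gene and were named through the reference table given for the array: of 25428 features, 24705 have 1 symbol, 0 have several and 723 are unnamed here. Features without a symbol were left out, and the brighter feature was kept for 1 symbol, which gave 24704 genes. No coordinates are given, since the build behind the chip definition is not stated.

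In R 4.3.3, limma 3.58.1 fitted a mean to each group, and differences were tested with moderated variances (16 residual and 5.35 prior degrees of freedom) and adjusted by Benjamini-Hochberg over all genes. The comparisons were the knockout within each sex and diet, the diet within each sex and genotype, sex within each genotype and diet, the interactions of genotype with sex and with diet and of diet with sex in HepCAV1wt mice, and the knockout averaged over sex and diet. Of the gene lists, 59 were written in advance and 60 tested, the last being the joined metabolic lists of 507 genes. They were tested with camera (preset correlation 0.01), and adjusted over the lists of a comparison. Variance shares of diet, sex and genotype came from principal components up to a cumulative share of 0.6 and at least 3 components, each fitted as a mixed model (lme4 1.1.37). Robust variances used statmod 1.5.0. Overlaps of lists of genes are set beside those of independent lists. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The random seed was 137.

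Genes were named by a rule: up to 10 per direction with the largest log2 fold change among those that passed and whose groups do not overlap, the largest at an unadjusted p where few passed, each gene the paper names for a comparison, Cav1, and up to 4 members of each list described with the largest change. Predicted genes, clones, small RNAs and receptor families were counted but not named unless a sentence is about them. The values in the paper's supplementary tables had been seen when the rule and the lists were written. The procedure was tested on simulated data: arrays drawn with the means and spread of the real genes, with 100 genes changed by a log2 fold change of 1 and 100 by 2 among 24704. Each gene was drawn independently around its mean over all arrays. The simulated arrays therefore hold no correlation between genes and no unusual arrays, and the shares below do not cover these. For the knockout in control-fed males it called 97% of the changes of 2 and 80% of those of 1, with 9 unchanged genes called, and 0 genes passed adjustment (1290 unadjusted) where no gene was changed; for the diet in HepCAV1wt males 100% and 79% (11); and for sex in control-fed HepCAV1wt mice 98% and 83% (8).

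Arrays were checked for duplicates, and the 2 most alike, of one group, differed by a mean of 0.22 log2 units per gene. The alternatives were a variance trend with robust variances, no moderation, the methods' t-test, a fit of the groups compared alone, array weights, the replicate block, all features, the mean of the features of a gene, centred arrays, a second quantile normalization, genes above the median expression (3.83, 12352 genes), each array left out, other settings of the list tests, variance shares and overlaps, and the joint omission of a pair of MCD arrays, added after the data had been seen. Splits of the samples were counted over 10 splits of 3 against 3 arrays or 100 drawn splits. With 3 arrays per group, the number of arrays limits the precision. The array data of the whole-body knockout and the metabolic gene list that the paper takes from an earlier publication were not used here, nor were the PCR, serum and histology measurements.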

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

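The tests of the genes that differ between the sexes, of single arrays and of pairs of arrays given here were chosen only after the results were seen; the counts over other splits of the arrays were set beforehand.

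Livers of HepCAV1wt males moved toward the female expression profile on the MCD diet, which the paper does not report: of 366 genes that differed between the sexes in control-fed HepCAV1ko mice, whose arrays take no part in the diet comparison, 80.3% (jackknife SE 7.78) shifted toward the female level, 137 of them passing in limma against 6 that passed the other way, while in HepCAV1wt females the share was 54.1% and the difference of the shares was not tested. In those females 47 of these genes passed toward the female level and 41 the other way. The known male-biased genes fell in them too, by a median log2 fold change of -0.55 against -2.02 in HepCAV1wt males. Their fall is therefore not particular to males. A smaller share of hepatocyte RNA on the MCD diet would lower the genes of both sexes. Those higher in females had a median log2 fold change of 0.39 (jackknife SE 0.065) in HepCAV1wt males, which argues against it for those genes. It does not test that explanation for the genes higher in males. Signal near background is argued against by a share of 80.1% among the genes above the median expression, and unusual control arrays of HepCAV1wt males by a share of 76.8% of the 314 sex genes of HepCAV1wt in HepCAV1ko males. A candidate explanation is weaker growth hormone signalling, since 13 of its genes outside the sex-biased lists shifted down as a list (camera p = 7.0e-04 with an estimated correlation). The list holds targets and also the receptor Ghr and the transducers Stat5a and Stat5b. Ghr was at -0.96 (adjusted p = 1.4e-04), Cish at -1.56 (adjusted p = 0.00488) and Foxq1 at -1.97 (adjusted p = 0.00158). Of the 13, 7 did not pass, such as Igf1 at -0.36 (adjusted p = 0.0627), Socs2 at -0.029 (adjusted p = 0.946) and Stat5a at 0.11 (adjusted p = 0.828). This hypothesis was found and tested on the same arrays, and other hormones, food intake and body weight were not tested.

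In control-fed males, 11 gene lists shifted between HepCAV1ko and HepCAV1wt by camera, and 4 of them were still called without HepCAV1ko control male replicate 3, against 8, 11 and 7 without HepCAV1wt replicates 1, 2 and 3 and 10 and 11 without HepCAV1ko replicates 1 and 2. That array had a mean log2 value of 10.96 over the acute phase genes and 6.34 over the PPARα targets, where the other control-fed male arrays had 8.62 to 9.17 and 6.75 to 7.43. Without it the camera adjusted p went from 3.8e-07 to 0.794 for the acute phase, from 8.6e-04 to 0.539 for PPARα targets, from 2.5e-05 to 0.163 for mitochondrial fatty acid oxidation and from 7.6e-05 to 0.27 for the peroxisome, which is consistent with 1 unusual array behind these shifts; with an estimated correlation and all arrays each of them stood at an adjusted p of 0.759. The array is argued against as the whole of the shift for the genes induced by glucocorticoids and fasting (7.7e-07 to 1.1e-04) and for cholesterol synthesis (1.2e-06 to 3.2e-10), at adjusted p of 0.25 and 0.759 with an estimated correlation, though cholesterol synthesis stood at 0.0554 without HepCAV1wt control male replicate 3. Inflammation in the liver sample of this array, its handling and a knockout effect that varies between samples stay open. No label separates them and none was tested.

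Between MCD-fed males and females, 19 lists differed in their knockout effect, and 3 of them were still called without HepCAV1wt MCD male replicate 3 and HepCAV1ko MCD female replicate 3, whose MCD response, measured as a mean log2 shift over genes called in the other sex, was 0.918 and 0.550 against 1.04 to 1.26 in the other males and 0.707 to 0.838 in the other females; the other pairs of 1 male and 1 female MCD array left 2 to 19 lists called (median 14), and 4 of 36 pairs, this one included, left 3 or fewer. For the macrophage and Kupffer cell markers, with a median difference of 0.45, the camera adjusted p went from 1.1e-06 to 0.541. Of the 36 pairs, 2 removed the call, which a weak diet response in the liver samples of these arrays would give. Without HepCAV1ko MCD female replicate 3 alone the median difference was 0.24 (camera adjusted p = 0.0312). The pair was chosen for low values of diet genes, and genes of lipid-associated macrophages rise on the MCD diet themselves. The loss therefore does not separate a weak diet response from another cause of a low macrophage signal in these arrays. The shifts of lipid-associated macrophage genes (4.7e-05 to 0.893), of fibrosis genes (5.2e-05 to 0.541) and of the joined metabolic lists (0.00603 to 0.379) were lost too, but the weak response stays open for them, since in all 6, 7 and 13 of the 36 pairs removed them, this pair among them, while the remaining pairs kept the calls, and with an estimated correlation each stood at an adjusted p of 0.49, as the macrophage markers did; without HepCAV1ko MCD female replicate 3 alone they stood at 0.118, 0.103 and 0.0779, and the metabolic lists also lost their call without HepCAV1wt MCD male replicate 3 (0.0873), HepCAV1ko MCD male replicate 1 (0.0706) or 2 (0.0641). The pair is argued against for the integrated stress response (9.8e-12 to 2.2e-08) and the small nucleolar RNAs (1.7e-29 to 2.7e-31), which 0 and 0 of the 36 pairs removed, while with an estimated correlation the adjusted p of all arrays was 0.123 and 0.308. A knockout effect that differs by sex and milder disease in single liver samples stay open as untested.

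Cyp2c39 had a knockout effect in control-fed males that exceeded the one in females by 2.70 (SE 0.33, limma adjusted p = 0.00127). Its knockout effect in males was different on the MCD diet by -2.56 (SE 0.33, adjusted p = 0.00306), which no longer passed in a fit of the groups compared alone (0.163) or without moderated variances (0.0588). The effect of the MCD diet differed between HepCAV1wt males and females for 45 genes, 27 with a higher and 18 with a lower effect in males, and for 25, 29, 27 and 29 without HepCAV1wt control male replicate 2, control male replicate 3, control female replicate 3 and MCD female replicate 1. The knockout effect on PPARα targets was lower in control-fed males than in females by a median of -0.62 (camera adjusted p = 2.3e-12, and adjusted p = 0.537 with an estimated correlation). Under MCD the knockout effect was higher in males by a median of 0.64 for small nucleolar RNAs (adjusted p = 0.308 with an estimated correlation) and 0.89 for the integrated stress response (adjusted p = 0.123 with an estimated correlation), the latter 0.41 without HepCAV1wt MCD female replicate 3 and 0.57 without HepCAV1ko MCD male replicate 1.

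The paper compares arrays of the MCD with the control diet in HepCAV1wt males. In the groups whose arrays it does not compare by diet, 1216 genes passed in HepCAV1wt females, 1640 in HepCAV1ko males and 406 in HepCAV1ko females. The first count was 699 without control female replicate 1 and 574 without MCD female replicate 1. The second was 1082 without control male replicate 3 and 913 without MCD male replicate 1. The third was 244 without control female replicate 2 and 179, 151 and 611 without MCD female replicates 1, 2 and 3.

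The 6 arrays of 2 groups can be split in 10 ways, too few for a share under 0.05. For the knockout, the counts at an unadjusted p under 0.05 and the highest counts of the other splits were 1354 against 1332, 1376 against 2228, 1046 against 1757 and 968 against 1600 in control-fed males, control-fed females, MCD-fed males and MCD-fed females, and 1, 4, 10 and 5 splits gave as many, the real one included. For the diet, the adjusted counts were 1079 against 1, 1216 against 1, 1640 against 0 and 406 against 17 in HepCAV1wt males, HepCAV1wt females, HepCAV1ko males and HepCAV1ko females, and for sex 314 against 0, 366 against 2, 53 against 0 and 50 against 0 in control-fed HepCAV1wt, control-fed HepCAV1ko, MCD-fed HepCAV1wt and MCD-fed HepCAV1ko mice; 1 split, the real one, gave as many in each. Of 100 drawn splits of the larger designs, 29 and 37 gave as many genes as the interaction of genotype and sex on the control and the MCD diet, 72 and 66 as that of genotype and diet in males and females, and 45 as the knockout averaged over all groups, with 1392 against 2170, 1213 against 2541, 1136 against 1814, 1045 against 2178 and 1232 against 2511 as the real and highest counts at an unadjusted p, so chance cannot be excluded for these counts. For the interaction of diet and sex, 9 of 100 splits passed as many as 45 genes after adjustment and the highest 279, but these splits exchange arrays across the diets and carry the diet effect, so they say nothing about chance for this count.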

How the results depend on the processing

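The values without 2 MCD arrays were computed after the data had been seen, and the other alternatives were set beforehand. Averaging features (1 symbol had several), centring arrays and renormalizing quantiles (arrays share one distribution) could change little. With these or all features, counts stayed within 1.5 times and all 193 named genes kept call and direction. With an intensity trend and robust variances, 192 of 193 named genes and 93 of 93 list shifts kept call and direction. Of 931 leading counts and shares over the alternatives and left-out arrays, 818 stayed within 1.5 times their value or, for a share, within its error. The gene list shifts were less stable: 52 of 84 called lists no longer passed in camera with an estimated correlation, and 43 did not pass in fry. Signal over background and the number of arrays limit these results. Of the genes at an unadjusted p under 0.05 for the knockout, 607 of 1354, 768 of 1376, 549 of 1046 and 447 of 968 lay below the median expression in control-fed males, control-fed females, MCD-fed males and MCD-fed females, and 747, 608, 497 and 521 above it, where chance gives 617.6.

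By the methods' t-test, adjusted over all genes, 0 genes passed for the knockout in control-fed males (1255 unadjusted, against 1 and 1354 in limma), 1, 1, 1 and 1 for the MCD diet in HepCAV1wt males, HepCAV1wt females, HepCAV1ko males and HepCAV1ko females, and 8, 9, 1 and 1 between the sexes in control-fed HepCAV1wt, control-fed HepCAV1ko, MCD-fed HepCAV1wt and MCD-fed HepCAV1ko mice. It left 1 sex difference shared by the genotypes on the control diet and 0 on the MCD diet, and 32 knockout genes with opposite directions in the sexes at an unadjusted p under 0.05. Of 98 called named genes 5 still passed and 93 did not. This test, which the paper does not name for its arrays, estimates the spread from 6 arrays without the other groups, and is not defined for the interactions or the averaged knockout effect.

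With a fit of the groups compared alone, which has fewer samples, 679, 665 and 144 genes passed for the diet in HepCAV1wt males, HepCAV1wt females and HepCAV1ko females, 206, 176 and 27 between the sexes in control-fed HepCAV1wt, control-fed HepCAV1ko and MCD-fed HepCAV1wt mice, and 0 for the interaction of genotype and diet in males. Without moderated variances the sex difference under MCD gave 32 genes in HepCAV1wt and 23 in HepCAV1ko, and the interaction of genotype and diet in males and the averaged knockout effect gave 0 and 0 (1094 and 1200 unadjusted, and 1 and 1 adjusted with moderation). With array weights the knockout gave 6 genes in control-fed males and 1554 at an unadjusted p in MCD-fed females, the diet 733 in HepCAV1ko females, and sex 81 and 94 in MCD-fed HepCAV1wt and HepCAV1ko mice; Cav1 in MCD-fed males was at 0.0068 and Dpys in MCD-fed females at -0.013. Onecut1 and Cish passed in control-fed males with these weights (adjusted p = 0.0232 and 0.0226). The cause of these changes was not tested.

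With the replicate block, the array number as a term of the fit, 2 genes passed for the knockout in control-fed males. Onecut1 was added, and no other count moved by over 1.5 times. 191 of 193 named genes and 93 of 93 list shifts kept their call. The numbers share no stated litter, batch or day. Deviations from group means correlated at a mean of 0.0389 (from -0.138 to 0.251) for same-numbered arrays and -0.0195 for others. Of 24 arrays 14 correlated best with their own number, and the residual variance share went from 36.8% to 29.9%. A shared effect of the number stays open.

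Among the genes above the median expression, fewer genes are tested, and the counts at an unadjusted p were 713, 577, 468 and 500 for the knockout in control-fed males, control-fed females, MCD-fed males and MCD-fed females, 1741 and 1063 for sex in control-fed and MCD-fed HepCAV1wt mice, 627 and 655 for genotype and sex on the control and MCD diets, 522 and 480 for genotype and diet in males and females, 1114 for diet and sex, and 579 for the averaged knockout. Knockout genes shared by the sexes on the MCD diet were 7 in the same and 40 in opposite directions. The variance shares were 48.6% for diet, 29.8% for sex and 21.0% residual. In the tests of lists the direction turned for the ribosomal proteins between the sexes in control-fed HepCAV1wt mice (median -0.025) and for the joined metabolic lists between the sexes in MCD-fed HepCAV1wt mice (median 0.051), neither called otherwise.

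The variance shares of diet, sex and residual were 29.5%, 18.1% and 50.1% with components up to a cumulative share of 0.8 of the variance, 24.2%, 14.9% and 58.6% with all components, 22.4%, 12.3% and 64.6% with standardised genes and 23.7%, 14.9% and 58.5% as sums of squares over all genes; later components carry more of the residual by construction. Adding interactions or the replicate number kept the shares of diet, sex and genotype within their error. At an unadjusted p under 0.01, 0 knockout genes were shared by the sexes on the MCD diet in the same and 5 in opposite directions, and after adjustment 0 and 0, since limma passed no knockout gene in either sex there. Sex differences shared by the genotypes were 792 on the control and 239 on the MCD diet at an unadjusted p. The share of sex genes that shifted toward the female level in HepCAV1wt males on MCD was 65.2% of those defined at an unadjusted p and 90.6% of those in the male-biased and female-biased lists.

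Without HepCAV1wt MCD male replicate 3 and HepCAV1ko MCD female replicate 3, 670 genes passed for the diet in HepCAV1ko females and 2 for the interaction of genotype and sex on the MCD diet. Between HepCAV1ko and HepCAV1wt on the MCD diet the log2 fold change of Cav1 in males was 0.049, of Csad in males 0.069 and of Dpys in females -0.29, and the median of the lipid-associated macrophage list in females was -0.023 and of the macrophage markers 0.034. For oxidative phosphorylation on the MCD diet in HepCAV1wt males it was -0.10, and for the interaction of genotype and sex in lipid-associated macrophage genes 0.077 with the tested direction turned. Of 55 list shifts 17 lost their call and 4 turned, and Snord68, a small nucleolar RNA, passed in the interaction.

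Each array of the groups compared was left out in turn, with a spread pooled over all groups, so the arrays left are assumed to vary like the others. The adjusted counts for the knockout ranged over 1 to 6 in control-fed males, 0 to 2 in control-fed females and 0 to 2 in MCD-fed females, where the unadjusted count ranged over 597 to 1259; in MCD-fed males it stayed at 0 (1046 unadjusted with all arrays, and 0 and 1078 without moderated variances). For the diet the ranges were 615 to 1026 in HepCAV1wt males, 574 to 921 in HepCAV1wt females, 913 to 1255 in HepCAV1ko males and 151 to 611 in HepCAV1ko females, and for sex 181 to 273 and 183 to 374 in control-fed and 27 to 72 and 26 to 46 in MCD-fed HepCAV1wt and HepCAV1ko mice. The interaction of genotype and sex gave 1 to 2 on the control and 0 to 2 on the MCD diet, that of genotype and diet 1 to 2 in males and 0 to 1 in females, and that of diet and sex 25 to 50. Knockout genes shared by the sexes on the MCD diet numbered 17 to 36 in the same and 35 to 71 in opposite directions, and shared sex differences on the MCD diet 15 to 27. Of 1242 recomputed named genes 1198 kept call and direction, 23 lost and 11 gained a call and 10 turned, and of 636 list shifts 568 kept theirs, 53 lost and 2 gained one and 13 turned. Where 1 array moved a count by over 1.5 times, the count for the knockout was 2 and 4 without HepCAV1wt control male replicates 1 and 2 and 2 and 6 without HepCAV1ko control male replicates 1 and 2 in control-fed males, 1, 1 and 2 without HepCAV1ko control female replicates 1, 2 and 3 in control-fed females, and 2 without HepCAV1wt MCD female replicate 3 and 1 without HepCAV1ko MCD female replicate 1 in MCD-fed females, with 597 at an unadjusted p without HepCAV1wt MCD female replicate 1. For the diet it was 665 and 615 without control male replicates 1 and 2 in HepCAV1wt males, 699 without control female replicate 1 and 574 without MCD female replicate 1 in HepCAV1wt females, 1082 without control male replicate 3 and 913 without MCD male replicate 1 in HepCAV1ko males, and 244 without control female replicate 2 and 179, 151 and 611 without MCD female replicates 1, 2 and 3 in HepCAV1ko females. For sex it was 181 and 206 without control male replicates 2 and 3 in control-fed and 30 without MCD male replicate 2 and 33 and 27 without MCD female replicates 1 and 2 in MCD-fed HepCAV1wt mice, and 199 without control male replicate 3 and 183 without control female replicate 2 in control-fed and 33 without MCD male replicate 1 and 26 without MCD female replicate 2 in MCD-fed HepCAV1ko mice. For genotype and sex it was 2 without HepCAV1wt control male replicate 1 on the control diet and 2 without HepCAV1wt MCD female replicate 3, 1 without HepCAV1ko MCD male replicate 1 and 1 without HepCAV1ko MCD female replicate 3 on the MCD diet, for genotype and diet 2 and 2 without HepCAV1wt control male replicates 1 and 2 and 2 without HepCAV1ko control male replicate 3 in males and 1 without HepCAV1wt MCD female replicate 3 in females, and for diet and sex in HepCAV1wt mice 25 and 29 without control male replicates 2 and 3, 27 without control female replicate 3 and 29 without MCD female replicate 1. Shared knockout genes numbered 19 without HepCAV1wt MCD female replicate 1 and 17 without HepCAV1ko MCD male replicate 2 in the same and 35 without HepCAV1wt MCD female replicate 1 in opposite directions, and shared sex differences on the MCD diet 15 without HepCAV1ko MCD female replicate 2.

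Some directions turned without 1 array, with fewer samples. In MCD-fed females the log2 fold change of Cav1 ranged over -0.21 to 0.0080, turning without HepCAV1wt MCD female replicate 3 or HepCAV1ko MCD female replicate 2, that of Dpys over -0.40 to 0.42, turning without HepCAV1wt MCD female replicate 1 or HepCAV1ko MCD female replicate 1 or 3, and that of Elovl3 over -0.38 to 0.18, turning without HepCAV1wt MCD female replicate 1 or HepCAV1ko MCD female replicate 1. In MCD-fed males Cav1 ranged over -0.15 to 0.064, turning without HepCAV1wt MCD male replicate 3 or HepCAV1ko MCD male replicate 1, and Csad over -0.88 to 0.069, turning without HepCAV1wt MCD male replicate 3. None of these was called. List medians for the knockout ranged over -0.47 to 0.034, turning without HepCAV1ko MCD female replicate 3, for macrophage markers in MCD-fed females, which were called, over -0.033 to 0.61, turning without HepCAV1ko control male replicate 3, for the acute phase in control-fed males, called too, over -0.023 to 0.086, turning without HepCAV1wt control male replicate 2, for caveolae there, and over -0.22 to 0.0082, turning without HepCAV1ko control male replicate 3, for steroid hormone metabolism there. For oxidative phosphorylation on the MCD diet in HepCAV1wt males the range was -0.10 to 0.067, turning without HepCAV1wt control male replicate 3 or HepCAV1wt MCD male replicate 3. Between the sexes it was -0.0094 to 0.071, turning without HepCAV1wt MCD male replicate 1 or HepCAV1wt MCD female replicate 2 or 3, for the joined metabolic lists in MCD-fed HepCAV1wt mice, and in control-fed HepCAV1wt mice -0.040 to 0.031, turning without HepCAV1wt control male replicate 1 or 2 or HepCAV1wt control female replicate 2, for ribosomal proteins, and -0.0074 to 0.15, turning without HepCAV1wt control female replicate 2, for mitochondrial fatty acid oxidation.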

Differences from the paper's values

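The settings named below were chosen before the data were examined, except where stated otherwise. Of the counts of genes at an unadjusted p under 0.05 that the paper states for whole comparisons and of its overlap of knockout genes between the sexes, none was over 1.5 times away from the value obtained here. The paper's counts and overlaps of metabolic genes rest on a list that was not used here and are not set beside those of the lists used here. The paper's text names no test for its array p-values, and its statistics section names tests in general, among them the methods' t-test. The p-values in its Tables S1, S4 and S6 lay within 3% of those from the fit over 8 groups without moderated variances for 192 of 192, 193 of 193 and 189 of 189 genes with a value here, a comparison made after the values were seen. The paper's variance shares of diet, sex, genotype and residual are 26.6%, 16.5%, 2.3% and 54.6%, and here they were 38.2%, 23.5%, 1.44% and 36.8% with components up to a cumulative share of 0.6. The share of genotype was over 1.5 times away, by less than its jackknife SE of 2.71. With all components they were 24.2%, 14.9%, 2.28% and 58.6%, with components up to a share of 0.8 they were 29.5%, 18.1%, 2.31% and 50.1%, and as sums of squares diet, sex and residual had 23.7%, 14.9% and 58.5%. The paper's text does not name the threshold it used. For the knockout in control-fed males the paper's count is 1211 and here it was 1354, 1310 without moderated variances, 1255 by the methods' t-test and 1212 without HepCAV1wt control male replicate 1. For the MCD diet in HepCAV1wt males the paper's 3861 stands beside 4088, 4023 without moderated variances and 3865 without HepCAV1wt MCD male replicate 2. The overlap of knockout genes with opposite directions in the sexes, the paper's 71, was 65 and reached 71 without HepCAV1wt MCD male replicate 3 or MCD female replicate 3. For the genes listed in Tables S1, S4 and S6, the paper's p-values lay near the fit over all arrays. A count nearer to the paper's by the t-test or with an array left out therefore does not show that the paper used that setting. The same holds for the majorities below.

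Where the paper splits these genes by direction, some majorities fell the other way here. The paper has more genes lower than higher in males for the sex difference of control-fed HepCAV1ko mice, while here 1487 higher and 1360 lower in males had an unadjusted p under 0.05. With a fit of these groups alone they were 1247 higher and 1294 lower and by the methods' t-test 1058 higher and 1089 lower, the settings with the paper's majority among those set beforehand. After adjustment, 166 were higher and 200 lower in males, which has the paper's majority. For MCD-fed HepCAV1wt mice the paper has more genes higher in males, and here 941 higher and 971 lower were found, with 1001 higher and 876 lower without moderated variances, 790 higher and 667 lower by the methods' t-test and 1117 higher and 1116 lower with array weights. Leaving out any of the HepCAV1wt MCD male arrays or MCD female replicate 1 also gave more higher genes there. For the knockout in MCD-fed males the paper has more genes lower, and here 526 higher and 520 lower were found, with 510 higher and 568 lower without moderated variances, 417 higher and 466 lower by the methods' t-test, 530 higher and 540 lower with array weights, 521 higher and 524 lower with centred arrays and 514 higher and 515 lower with an intensity trend. Without HepCAV1wt MCD male replicate 1 or 3 more genes were lower too. For the MCD diet in HepCAV1wt males the paper has more genes higher, and here 2017 higher and 2071 lower were found at an unadjusted p, while 563 were higher and 516 lower after adjustment and 2090 higher and 2023 lower at an unadjusted p without HepCAV1wt MCD male replicate 3. For these MCD comparisons, leaving out HepCAV1wt MCD male replicate 3 and HepCAV1ko MCD female replicate 3 together, chosen after the values were seen, also gave the paper's majority and drops 2 genes that the paper names, Pole and Tgfb3.

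The paper relates the genes higher in control-fed HepCAV1wt males than in females to PPAR signaling and to the ribosome. Here the list of PPARα targets was lower in males, with a median log2 fold change of -0.23 (camera adjusted p = 4.5e-05, and adjusted p = 0.344 with an estimated correlation), and the cytosolic ribosomal proteins had a median of -0.02 and no call (camera adjusted p = 0.878). The lists used here are not the paper's annotation terms, and 25 of 38 ribosomal genes written had a value. A term can be enriched among the genes of 1 direction while a list's median goes the other way. These values therefore do not contradict the paper's terms. Of the 200 genes in the paper's Table S6, 189 had a value here, and 189 had the table's direction. The paper also names mitochondrial terms among the genes lowered by the MCD diet in HepCAV1wt males. The oxidative phosphorylation list had a median of 0.00 there (camera adjusted p = 0.856), while the branched-chain amino acid degradation genes, most of them mitochondrial enzymes, had a median of -0.27 (camera adjusted p = 1.4e-05, and adjusted p = 0.25 with an estimated correlation). Of these 25 genes 2 fell and 0 rose (0 and 3 adjusted over the list alone).

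Of the genes the paper names for the MCD diet in HepCAV1wt males, Gclc, E2f1, Dbf4, Upb1, Nat1, Aldh6a1 and Acsf3 did not pass after adjustment over all genes, at adjusted p from 0.128 for E2f1 to 0.298 for Acsf3, while each had the paper's direction and an unadjusted p under 0.05, the threshold the paper states. Dbf4 and Upb1 passed without HepCAV1wt MCD male replicate 3 (adjusted p = 0.0408 and 0.025). They also passed without this array and HepCAV1ko MCD female replicate 3 together (0.0244 and 0.026), a setting chosen after the values were seen that drops 2 genes the paper names, Pole and Tgfb3. The paper describes the sex differences of metabolic genes caused by the knockout as stronger on the MCD diet. Its metabolic gene list was not used here. In the joined metabolic lists of 507 genes, the sex differences shared by both genotypes at an unadjusted p under 0.05 went from 117 genes on the control to 38 on the MCD diet. The genes called in HepCAV1wt and HepCAV1ko fell too, from 180 and 180 to 94 and 115. Independent lists would share 37.8 and 11.4 in the same direction. The lower shared number therefore does not show a stronger effect of the knockout on the MCD diet. In the interaction of genotype and sex, 13 of the 507 genes had a higher and 31 a lower knockout effect in males at an unadjusted p on the control diet, and 16 and 45 on the MCD diet, the paper's way. Over all genes, a wider set than that of the paper's statement, the interaction gave 1392 genes at an unadjusted p on the control and 1213 on the MCD diet. More genes on the MCD diet were found with array weights, 1432 on the control and 1548 on the MCD diet, and among the genes above the median expression, 627 and 655. Leaving out HepCAV1wt MCD male replicate 1 or 2 or HepCAV1ko control male replicate 3 also gave more genes on the MCD diet. Over all genes the sex differences shared by both genotypes went from 168 to 24 genes after adjustment. The genes that passed in HepCAV1wt and HepCAV1ko fell too, from 314 and 366 to 53 and 50.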

Other observations

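The comparisons and lists given here were set before the data were examined, and no test was chosen after its result was seen. The lists were written after the paper's supplementary tables had been seen. The shift of a list that those tables touch is therefore not independent evidence.

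Several gene groups changed in livers of HepCAV1wt females on the MCD diet, for which the paper gives no array comparison of the diets. Among genes of lipid-associated macrophages, which take up lipid in fatty tissue, of 15 measured 11 rose, 0 fell and 4 did not pass (13 and 0 adjusted over the list alone), with a median log2 fold change of 1.55 (camera adjusted p = 8.3e-16, and adjusted p = 0.0484 with an estimated correlation). Among targets of PPARα, which switches on fatty acid oxidation in fasting, of 28 measured 11 rose, 0 fell and 17 did not pass (15 and 0 adjusted over the list alone), with a median log2 fold change of 0.82 (camera adjusted p = 2.8e-15, and adjusted p = 0.0484 with an estimated correlation); the median was 0.53 without HepCAV1wt control female replicate 2. Among genes of the integrated stress response, which cells switch on when amino acids run short, of 22 measured 7 rose, 0 fell and 15 did not pass (12 and 0 adjusted over the list alone), with a median log2 fold change of 0.71 (camera adjusted p = 4.7e-10, and adjusted p = 0.0484 with an estimated correlation), and the median was 0.47 without HepCAV1wt MCD female replicate 3. Nupr1 and Atf3, both stress-induced, rose by 3.73 (SE 0.75) and 2.06 (SE 0.29), the lipid droplet protein Cidec by 4.06 (SE 0.43) and the hepatokine Fgf21 by 3.89 (SE 0.52; highest adjusted p = 0.00465). The P450s Cyp3a16 and Cyp2c54 fell, at -6.21 and -4.18 (highest adjusted p = 3.8e-07). Degradation of branched-chain amino acids fell: of 25 genes 0 rose, 11 fell and 14 did not pass (0 and 13 adjusted over the list alone), with a median log2 fold change of -0.42 (camera adjusted p = 4.7e-10, and adjusted p = 0.102 with an estimated correlation), Acad8 among them at -0.96 (adjusted p = 1.1e-04). Of 19 genes of tryptophan and tyrosine degradation 8 fell (0 and 11 adjusted over the list alone; median -0.41, camera adjusted p = 4.4e-08, and adjusted p = 0.102 with an estimated correlation), such as Haao at -1.39 (adjusted p = 2.4e-05). These named genes did not pass by the methods' t-test after adjustment.

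In HepCAV1ko males on the MCD diet, the integrated stress response and the fibrosis genes rose: of 22 stress genes 13 rose, 0 fell and 9 did not pass (13 and 0 adjusted over the list alone), with a median log2 fold change of 0.89 (camera adjusted p = 2.3e-12, and adjusted p = 0.0182 with an estimated correlation), and of 27 fibrosis and matrix genes 11 rose, 0 fell and 16 did not pass (16 and 0 adjusted over the list alone), with a median log2 fold change of 0.66 (camera adjusted p = 1.2e-13, and adjusted p = 0.0466 with an estimated correlation). Asns, the asparagine synthetase, rose by 3.00 (SE 0.33, adjusted p = 4.7e-06), the matrix proteoglycan Lum by 2.14 (SE 0.32, adjusted p = 1.6e-04) and Gpnmb, a marker of lipid-laden macrophages, by 4.15 (SE 0.94, adjusted p = 0.0082), while the male-biased Moxd1 fell at -6.64 (SE 0.34, adjusted p = 5.2e-11). In HepCAV1ko females the lipid-associated macrophage genes rose: of 15 measured 6 rose, 0 fell and 9 did not pass (12 and 1 adjusted over the list alone), with a median log2 fold change of 1.30 (camera adjusted p = 7.5e-14, and adjusted p = 0.0961 with an estimated correlation), and Cidec rose by 3.57 (SE 0.43, adjusted p = 6.0e-05). Further lists shifted in HepCAV1wt males. Among lipid-associated macrophage genes, of 15 measured 8 rose, 0 fell and 7 did not pass (14 and 0 adjusted over the list alone), with a median log2 fold change of 1.55 (camera adjusted p = 4.2e-14, and adjusted p = 0.0403 with an estimated correlation). Among lysosomal genes, of 35 measured 13 rose, 1 fell and 21 did not pass (21 and 1 adjusted over the list alone), with a median log2 fold change of 0.45 (camera adjusted p = 4.2e-14, and adjusted p = 0.023 with an estimated correlation). Among PPARα targets, of 28 measured 13 rose, 0 fell and 15 did not pass (19 and 0 adjusted over the list alone), with a median log2 fold change of 0.89 (camera adjusted p = 1.2e-16, and adjusted p = 0.0253 with an estimated correlation). Of 15 genes of growth hormone and STAT5 signalling, most of them targets, 6 fell and 0 rose (0 and 10 adjusted over the list alone, with a median of -0.54, camera adjusted p = 2.0e-08, and adjusted p = 0.00159 with an estimated correlation). The female-biased liver genes had an MCD effect that was higher in HepCAV1wt males than in females by a median of 1.79 (camera adjusted p = 1.0e-53, and 4.6e-05 with an estimated correlation), and the male-biased genes one that was lower, by a median difference of -1.47 (camera adjusted p = 3.1e-26, and 7.2e-04).

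The paper gives the knockout in control-fed females among its subsets of metabolic genes (Fig. S8C, Table S9). Over all genes of these females, 0 genes passed in limma and 1376 had an unadjusted p under 0.05 (704 higher and 672 lower), with 0 and 1376 without moderated variances and 0 and 1064 by the methods' t-test. Among the largest differences at an unadjusted p were the sulfotransferase Sult3a2 at 2.68 (adjusted p = 0.749), the metallothionein Mt2 at 1.98, A1bg at 1.61 (adjusted p = 0.438) and the acyl-CoA thioesterase Acot1 at 1.43, and on the lower side Serpina1e at -2.03 (adjusted p = 0.889), Myl6 at -1.73 and the complement gene Hc at -1.29. A1bg passed without HepCAV1ko control female replicate 3 (adjusted p = 0.048) and Hc without replicate 1 (adjusted p = 0.0253). As lists, PPARα targets were higher in the knockout, with a median of 0.55 and 0 of 28 genes passing (0 and 0 adjusted over the list alone; camera adjusted p = 9.4e-11, and adjusted p = 0.624 with an estimated correlation). Female-biased genes had a median of 0.18, with 0 of 46 passing (2 and 0 adjusted over the list alone; camera adjusted p = 0.00311, 0.742 with an estimated correlation, and 0.0702 without HepCAV1ko control female replicate 2). The interaction of genotype and diet in females gave 0 genes in limma (1045 unadjusted) and 0 without moderated variances (1075 unadjusted).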
